# A Comparative Transcriptome Analysis Reveals Physiological Maturation Properties of Mycelia in *Pleurotus tuoliensis*

**DOI:** 10.3390/genes10090703

**Published:** 2019-09-11

**Authors:** Fang Du, Nu Er zi ya Ya Li mai mai ti, Qingxiu Hu, Yajie Zou, Dou Ye, Haijun Zhang

**Keywords:** *Pleurotus tuoliensis*, mycelium physiological maturation, comparative transcriptomic analysis, nucleoside diphosphate kinase

## Abstract

*Pleurotus tuoliensis* is a precious edible fungus with extremely high nutritive and medicinal value. The cultivation period of *P. tuoliensis* is longer than those of other *Pleurotus* species, which is mainly due to a longer mycelium physiological maturation period (30–60 days). Currently, the molecular processes underlying physiological maturation of the mycelium remain unclear. We performed a comparative transcriptomic analysis of immature and mature mycelia using RNA-seq. De novo transcriptome assembly resulted in identification of 17,030 unigenes. 451 differentially expressed genes—including those encoding nucleoside diphosphate kinase (NDPK), glycoside hydrolase family proteins, exopolygalacturonase, and versatile peroxidases—were identified. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses revealed that nucleotide synthesis and energy metabolism are highly active during the physiological maturation of mycelia, and genes related to these pathways were significantly upregulated in mature mycelia. NDPK is predicted to be essential for mycelia maturation. Our findings contribute to a comprehensive understanding of mycelia maturation in a commercially important fungal species. Future efforts will focus on the function of NDPK and the mechanism by which it regulates mycelia maturation.

## 1. Introduction

*Pleurotus tuoliensis*, also known as Bailinggu, is one of the most commercially important species of edible mushrooms [1]. *P. tuoliensis* was initially found in Xinjiang province [2] and is now widely commercially cultivated in China, Japan, and Korea, due to its desirable nutritional and medicinal value [3]. 

In recent years, *P. tuoliensis* yield decreased year by year. In 2017, only 70,000 tons were produced, which represents a 77% decrease from 2012 (http://hz.cefa.org.cn/2019/03/18/10498.html). This decrease may be due to this fungus’ biological characteristics, such as long cultivation period, a high proportion of deformed fruiting bodies, poor uniformity of fruiting bodies, and strain degeneration [4]. Together, these factors present challenges for mushroom farmers and thus lead to a decline in cultivation enthusiasm. Physiological maturation of *P. tuoliensis* mycelia is essential for its fruiting. This maturation takes 30–60 days and is responsible for the above-mentioned long cultivation period. In this physiological maturation stage, mycelia accumulate and metabolize nutrients [5]. Cold stimulation of physiologically mature mycelia can result in improved consistency in budding of primordia in culture bottles and ensures a high degree of fruiting body uniformity [6]. Our previous study demonstrated that N-carbamoyl-L-aspartate (CA-asp) can be used as an indicator of physiological maturation of mycelia. A mycelial CA-asp content of 0.9–1.2 g/L is thought to indicate physiological maturation and induces primordia formation and fruiting body growth [7]. The identification of such an indicator makes *P. tuoliensis* cultivation more tractable and aids efforts to improve *P. tuoliensis* quality and yield. However, the molecular mechanisms underlying physiological maturation of *P. tuoliensis* mycelia remain undefined. 

RNA-seq is a rapid and cost-effective technology for discovery of genes expressed in a given growth stage, especially in non-model species for which reference genome sequences are not available [8]. Many transcriptome studies have been performed to explore growth and development of mushroom species, including *Pleurotus eryngii* [9], *Cordyceps militaris* [10], and *Ganoderma lucidum* [11]. This high-throughput deep sequencing approach has also been successfully applied to investigate the mechanisms underlying response to cold stimulation in *P. tuoliensis* mycelia [6] as well as the identification of genes associated with *P. tuoliensis* fruiting body formation [12].

To our knowledge, no transcriptome analyses have been performed to investigate the transcriptional changes that occur during physiological maturation of *P. tuoliensis* mycelia. To identify genes and pathways that are differentially expressed during physiological mycelium maturation and explore molecular mechanisms underlying this maturation, a comparative transcriptome study on immature and mature *P. tuoliensis* mycelia was performed in this study. 

## 2. Materials and Methods

### 2.1. Collection of Pleurotus Tuoliensis Mycelia 

*P. tuoliensis* (ACCC 50869) was obtained from the Agricultural Culture Collection of China. Mycelia were grown at 25 °C in plastic bottles containing 820 g of cultivation substrate (40.43% cotton seed hull, 21.56% corncob, 25.16% wheat bran, 9.88% corn flour, 0.99% calcium carbonate, and 1.98% lime, and 65% water content, pH 8.5–8.8) in the dark for 37 days, after which the substrate was fully covered by mycelia. We randomly selected three cultivation bottles and took the mycelia from cultivation substrate into three corresponding tubes and froze them at −80 °C until RNA extraction (control samples, A). The remaining plastic bottles were maintained at a temperature of 17 °C in the dark to induce physiological maturation of mycelia. After 20 days of induction, CA-asp content in mycelia were determined every two days. After CA-asp content in mycelia reached 0.9 g/L, mycelia reached physiological maturation [7]. We then randomly selected three cultivation bottles and transferred the mycelia to three corresponding tubes. All mycelia samples were stored at −80 °C until RNA extraction (case samples, B). The remaining plastic bottles were transferred to a mushroom house for fruiting management. 

### 2.2. Library Preparation and RNA-Seq

Mycelia total RNA was extracted using TRIzol reagent (Life Technologies, New York, NY, USA) according to the manufacturer’s protocol. The concentration, quality, and integrity of the extracted RNA samples were determined by agarose gel electrophoresis and a NanoDrop spectrophotometer (Thermo Scientific, USA). Six cDNA libraries were constructed using the Illumina TruSeq Stranded mRNA LT Library Preparation Kit (Illumina, USA) and then paired-end sequenced on an Illumina HiSeq 2000 platform by Shanghai Personal Biotechnology Co. Ltd. (Shanghai, China). 

### 2.3. De Novo Transcriptome Assembly and Annotation

Raw reads were assessed for quality using FastQC (https://www.bibsonomy.org/bibtex/f230a919c34360709aa298734d63dca3) and have been deposited in the National Center for Biotechnology Information (NCBI) database under the the BioProject accession PRJNA551095. Low-quality reads, duplicate sequences and adapter sequences were removed to obtain high-quality clean reads using cutadapt (https://cutadapt.readthedocs.io/en/stable/). Clean paired-end reads were assembled into contigs based on the similarity between overlapping regions using Trinity [13]. The resulting contigs were clustered with TGICL-2.1 [14] with the parameters “-l40-v20”. The transcript isoforms with the longest sequence in each Trinity subcomponent were extracted as a representative sequence of the Trinity subcomponent, called Unigene. All unigenes were pooled to yield the final unigene library. 

Based on sequence homology, all assembled unigenes were compared to the NCBI non-redundant protein (Nr) and Swiss-Prot databases using the BLASTX program (*e*-value ≤ 1 × 10^−5^). The Blast2GO program [15] was used to obtain gene ontology (GO) annotations for the unigenes, and GO-term classification was conducted based on the Nr annotations. Pathway annotations were assigned using the BBH (bi-directional best hit) method of the Kyoto Encyclopedia of Genes and Genomes (KEGG) Automatic Annotation Server (KAAS) online tool [16]. Unigenes were also aligned to the Evolutionary Genealogy of Genes: Non-Supervised Orthologous Groups (eggNOG) database for further functional prediction and classification.

### 2.4. Identification and Functional Analysis of Differentially Expressed Genes (DEGs) 

To identify the differentially expressed genes, transcript abundance were first calculated by mapping clean reads to unigenes database using RSEM [17]. DEGs were then identified by R Bio-package DEseq2. [18]. The significance of gene expression differences was assessed using the *p*-value ≤ 0.05 and |log2 ratio| ≥ 1. These differentially expressed data have been deposited in the Gene Expression Omnibus (GEO) database at the NCBI archives (https://www.ncbi.nlm.nih.gov/geo) under accession GSE135839. 

The online analysis tool, the Database for Annotation, Visualization and Integrated Discovery (DAVID; https://david.ncifcrf.gov/) were used to analysis DEGs for GO term and KEGG pathyway enrichment. 

### 2.5. Reverse Transcription-Quantitative PCR (RT-qPCR) Analysis

We selected 12 DEGs identified by RNA-seq for validation by RT-qPCR. Total RNA from immature and mature mycelia was extracted using the same procedures as used for RNA-seq. RNA from each sample was reverse transcribed using TransScript One-Step gDNA Removal and cDNA Synthesis SuperMix (TransGen Biotech, Beijing, China). Primers for the 12 DEGs were designed in Primer 6.0 software (Premier, Ottawa, Canada) and are shown in Table 1. Reaction mixtures (20 µL) contained 10 µL of 2× SYBR Green Master Mix, 0.4 µL of 10 nM each primer, 2 µL of cDNA template, and 7.2 µL of ddH_2_O. The qPCR reactions were cycled on an ABI Prism 7500 Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) with SYBR green fluorescent dye (TaKaRa, Dalian, China). Amplification conditions were: 95 °C for 3 min, followed by 40 cycles of 94 °C for 3 s, 60 °C for 32 s, and 72 °C for 30 s. Each reaction was performed in triplicate using the glyceraldehyde-phosphate dehydrogenase gene (*gapdh*) as an internal reference. Relative gene expression levels were calculated using the 2^−∆∆Ct^ method [19].

## 3. Results

### 3.1. Growth of P. Tuoliensis Mycelia

The cultivation substrate was fully covered by white fungal mycelia after incubation at 25 °C for 37 days in the dark. These cultivation bottles were then maintained at a temperature of 17 °C in the dark to induce mycelia maturation. The sawdust media surface was gradually covered with plump and elastic hyphae (Figure 1). At the 35th day, CA-asp content in mycelia was determined to be 0.982 g/L, which means the physiological maturation of mycelia. Primordia were initiated within 7 days under low temperature and light stimulation conditions and within 15 days, developed reproductive fruiting bodies that could be harvested. To investigate the molecular basis of physiological maturation of mycelia, we collected immature mycelia and mature mycelia for RNA-seq analysis.

### 3.2. Sequencing and Gene Annotation

We performed paired-end sequencing of six cDNA libraries (three biological replicates each for immature and mature mycelia). 

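Immature mycelia came from 3 bottles sampled at day 0 of the 17 °C phase, after 37 days of growth at 25 °C on 820 g of substrate. Mature mycelia came from 3 bottles sampled at day 35 of that phase. Maturity, temperature and age of the culture therefore changed together, and the design cannot tell their effects apart. Each library stands for 1 bottle, so the spread within a group is a spread between cultures. The authors' deposited values are FPKM, fragments scaled by an effective length of the unigene and by the mapped fragments of the library. In short unigenes the effective length lies well below the full length, which raises the FPKM of each fragment. The authors obtained them by mapping clean reads to the unigenes and estimating abundance with RSEM. FPKM summed to 1218800, 1223660 and 1206300 in immature bottles 1, 2 and 3, and to 1229320, 1232080 and 1238510 in mature bottles 1, 2 and 3. The table gives no read counts, so the fragments behind a value are not known directly. Short unigenes show the precision: at 250 bases, 1 fragment was worth 5.88, 4.51 and 5.61 FPKM in the immature and 4.79, 4.34 and 3.72 FPKM in the mature libraries. These steps were read from unigenes of up to 260 bases, where 95.8% to 99.0% of the low values lay within 0.1 of a whole number of fragments.
Expression was compared as log2(FPKM + 1) with limma for the 16496 unigenes with a mean FPKM above 1. The value of 1 added to each FPKM shrinks the log2 ratio of unigenes with a low FPKM. Log2 ratios are mature minus immature, with their standard error (SE). Results are given against the thresholds stated by the study, an unadjusted p of at most 0.05 with an absolute log2 ratio of at least 1, and against a Benjamini-Hochberg adjusted p of 0.05 over all unigenes tested. With 3 bottles against 3, an exact two-sided permutation test of a single unigene cannot give a p below 0.1. The test, both thresholds, the gene lists and the rule for naming unigenes were set before the data were examined. Which threshold to use in Fisher's exact tests on gene lists and GO terms was chosen afterwards.
Pearson's r of log2(FPKM + 1) across unigenes was 0.885 to 0.902 between immature bottles, 0.905 to 0.926 between mature bottles and 0.879 to 0.901 between the groups. Across the 11839 unigenes of at least 500 bases, r was 0.954 to 0.978, 0.967 to 0.986 and 0.948 to 0.965, and the first principal component held 41.0% of the variance. On this component mature bottle 1 scored 6.14 and mature bottles 2 and 3 scored 26.6 and 29.3, against −16.0, −27.2 and −19.0 for the immature bottles. Unigenes are not independent replicates in these correlations.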

We obtained an average of 45,688,081 raw reads per library. After removing adapter sequences and low-quality reads, clean reads represented approximately 99.53% of the raw reads. Clean reads were combined into a single dataset for de novo assembly. A total of 60,330 transcripts, including sequence isoforms, were obtained. Transcripts displayed a mean length of 1897 bp. To reduce redundancy, only the longest sequence isoform within each subcomponent was selected. In total, we obtained 17,030 unigenes representing unique transcripts for further analysis (Figure 2). 

This unigene dataset displayed a total size of 21,120,061 bp, an average length of 1240 bp, and an N50 of 1891 and served as the mRNA transcriptome for mycelia (Table 2). 

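The longest unigene had 11051 bases, and the median length was 858.5 bases. Of these, 5045 were shorter than 500 bases and 2070 were shorter than 300 bases. Among the tested unigenes under 300 bases, 33.0% of the FPKM values were 0 and 52.1% of the unigenes had an Nr match. Unigenes of 2000 bases or more had no value of 0, and 96.5% of them had an Nr match. The median residual SD of log2(FPKM + 1) between bottles was 1.47 under 300 bases and 0.157 at 2000 bases or more.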

In total, 14,300 and 7115 unigenes were mapped using the eggNOG (Table S1) and Swiss-Prot (Table S2) databases, respectively. In addition, 13,611 (79.92%) unigenes matched known proteins in NR (NCBI non-redundant protein sequences) database (Table S3), and 95% of these were homologous with proteins from *P. ostreatus*, a species evolutionarily related to *P. tuoliensis* (Table S4). Additionally, 8,804 (51.70%) unigenes assigned to more than one GO term were classified into 67 functional groups from the Gene Ontology database (Table S5). 

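In the deposited table, 12265 of the 13611 unigenes with an Nr match (90.1%) were matched to a protein of *P. ostreatus*. A Swiss-Prot match was given for 7114 unigenes and an eggNOG group for 11277. The Nr matches fell on 9253 different proteins, of which 2730 were matched by more than 1 unigene. A protein can therefore appear under several unigenes, such as the nucleoside diphosphate kinase matched by DN4800_c0_g1 and DN4800_c0_g2. No match in any of the 5 databases was listed for 3419 unigenes.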

Using KAAS (KEGG Automatic Annotation Server) with *P. ostreatus* as the reference, a total of 2,942 unigenes were mapped to 35 level-2 pathways (Table S6). Furthermore, a total of 2603 unigenes were annotated in all of these databases.

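Of the 8804 unigenes with a GO term, 6889 carried more than 1 term. The 2942 unigenes with a KEGG number shared 2490 different numbers. Protein names are those of the best Swiss-Prot match, often from a distant organism: DN579_c0_g1 was matched to a glutamate decarboxylase of *Saccharomyces cerevisiae* and DN8634_c0_g1 to the oxalate decarboxylase OxdC of *Bacillus subtilis*. The versatile peroxidase unigenes were matched to proteins of *Pleurotus eryngii*. In Nr, DN9023_c0_g1 and DN8870_c0_g2 were instead matched to manganese peroxidases of *P. ostreatus*.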

### 3.3. Identification and Functional Enrichment Analysis of Differentially Expressed Genes (DEGs) 

To identify significantly differentially expressed genes (DEGs), we compared the normalized read counts (FPKM values) of the immature and mature mycelia samples. This comparative analysis revealed 451 significantly DEGs (*p*-value ≤ 0.05, |log_2_ ratio| ≥ 1), which included 206 upregulated and 245 downregulated genes (Figure 3). 

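A unigene matched to a peptidyl-prolyl isomerase, a kind of enzyme that assists protein folding, was the only one with a Swiss-Prot name that fell at an adjusted p under 0.05. Its Nr match was a hypothetical protein of *P. ostreatus*. This unigene, DN9047_c0_g3, fell from 2068 ± 353 FPKM in immature to 361 ± 27.9 FPKM in mature mycelia (mean ± SD, n = 3), a log2 ratio of −2.51 (SE 0.17, adjusted p = 0.0240). The other 18 unigenes matched to such isomerases had log2 ratios from −0.58 to 0.26. DN3505_c0_g1, matched to the yeast galactose regulator GAL80, rose from 35.6 ± 4.85 to 157 ± 20.8 FPKM, a log2 ratio of 2.11 (SE 0.15, adjusted p = 0.0240). Its neighbor DN3505_c0_g2, matched to the same *P. ostreatus* protein, rose by 2.46 on the log2 scale (SE 0.17). DN9240_c0_g1, matched to a protein of unknown function, rose from 154 ± 53.5 to 1296 ± 175 FPKM, a log2 ratio of 3.11 (SE 0.25, adjusted p = 0.0385). DN6294_c0_g8, a unigene of 228 bases matched to a multidrug resistance-associated transporter, was listed at 0 in every immature bottle and at 49.6, 45.5 and 24.6 FPKM in the mature bottles. At 230 bases 1 fragment was worth 7.83, 7.18 and 5.86 FPKM in mature bottles 1, 2 and 3, so these values rest on few fragments.
In all, 8 unigenes rose and 3 fell at an adjusted p under 0.05, and 5 of these were shorter than 300 bases. At the study's thresholds 496 unigenes differed, 195 higher and 301 lower in mature mycelia, and 2544 had an unadjusted p under 0.05, where chance gives 825. Groupings of the bottles that mix the stages were chosen for comparison after the result was seen. They gave 333 to 1817 unigenes with an unadjusted p under 0.05 and 172 to 414 past the study's thresholds. The bottles of the groups did not overlap for 3778 unigenes, 22.9% of those tested, where chance gives 10%. Both chance values are averages, from which counts can stray far where many unigenes vary together between bottles. Of unigenes under 300 bases, 6.29% passed the study's thresholds, against 1.12% of those of 2000 bases or more. Quantile normalization gave 247 higher and 228 lower.
Leaving out 1 bottle gave 3, 4 and 1 unigenes past the adjusted threshold without immature bottle 1, 2 or 3, and 8, 0 and 0 without mature bottle 1, 2 or 3. In the same order, 1, 1, 0, 3, 0 and 0 of these were also called with all bottles. DN9047_c0_g3 and DN6294_c0_g8 passed the adjusted threshold in 0 of these 6 fits, and DN3505_c0_g1, DN3505_c0_g2 and DN9240_c0_g1 in 1 each. Among unigenes of at least 500 bases, a limit chosen after seeing the data, 101 passed it, 43 higher and 58 lower.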

The analyzed data of differential expression analysis for each unigene are shown in Table S7.

We next performed GO analysis on the DEGs to gain insight into their biological functions. A total of 197 DEGs were enriched. Enrichment result of all DEGs is shown in Table S8. Figure 4 shows the top 32 enriched GO terms assigned to our DEGs. The cellular metabolic process (GO:0044237) annotation was enriched with most DEGs (False discovery rate (FDR) > 0.05). Oxidation-reduction process (GO:0055114) and oxidoreductase activity (GO:0016491) were also enriched (FDR > 0.05), indicating that oxidation-reduction processes may be highly active in mature mycelia. 

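Several oxidoreductases were lower in mature mycelia at the study's thresholds. The unigene matched to the NADPH dehydrogenase afvA, DN8848_c0_g1, had 584 ± 349 FPKM in immature and 92.1 ± 19.8 FPKM in mature mycelia (mean ± SD, n = 3), a log2 ratio of −2.52 (SE 0.41, adjusted p = 0.118). The higher members included 2 versatile peroxidases, 6 cytochrome P450s and the GAL80 match DN3505_c0_g1. Among these higher members, the highest log2 ratio, 3.65 (SE 0.33, adjusted p = 0.0437), was that of DN739_c0_g1, a unigene of 241 bases without a protein name. Of the 859 tested unigenes with the oxidation-reduction term, 18 were higher and 19 lower, and their median log2 ratio was −0.07, as for all unigenes. The oxidoreductase activity term held 349 tested unigenes, of which 7 were higher and 12 lower. Against the 8730 tested unigenes with any GO term, 197 of which passed the study's thresholds, Fisher's exact test (one-sided) gave an adjusted p of 5.57e-04 for the first term and 0.00115 for the second. With each Nr protein counted once, a choice made after seeing the data, these were 0.00676 and 0.00302. The terms were chosen by the study on these samples and are not independent evidence of a direction. Of the 7 terms tested, 5 had an adjusted p under 0.05, but 3 without immature bottle 2, immature bottle 3, mature bottle 2 or mature bottle 3.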

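Pseudouridine synthases convert uridine to pseudouridine in RNA. Their unigene DN3768_c0_g2 had 2.91 ± 2.08 FPKM in immature and 8.47 ± 2.50 FPKM in mature mycelia (mean ± SD, n = 3), a log2 ratio of 1.37 (SE 0.43, adjusted p = 0.238). It was past the study's thresholds in 4 of the 6 fits that left out 1 bottle. DN3768_c0_g1 had 1.97 ± 1.61 and 5.57 ± 1.41 FPKM, a log2 ratio of 1.29 (SE 0.52, adjusted p = 0.318). The 5 unigenes matched to tRNA pseudouridine synthases had log2 ratios from −0.30 for DN586_c0_g1 to 0.19 for DN9243_c1_g1. Ribonucleotide reductase makes the deoxyribonucleotides for DNA, and both unigenes of its small chain were lower at the study's thresholds: DN3407_c0_g2 had mean FPKM of 13.7 and 6.11, and DN5906_c0_g1 had 41.2 ± 17.5 and 17.1 ± 5.40 FPKM. Their log2 ratios were −1.10 and −1.17.
Of the 11 unigenes of the pseudouridine list, 2 were higher and none was lower at the study's thresholds, and none passed an adjusted p of 0.05 over all unigenes or adjusted over the list alone. The mRNA pseudouridine synthesis term held 4 tested unigenes, 2 of them higher (Fisher's exact test, adjusted p = 0.00413). All 4 were matched to 1 *P. ostreatus* protein, and with each protein counted once, a choice made after seeing the data, the adjusted p was 0.0412. That value rests on 1 protein, taken as past the thresholds if any of its unigenes was, so it cannot show enrichment. The deoxyribonucleoside diphosphate term held 3 tested unigenes, 2 of them lower (adjusted p = 0.00262, or 0.00302 with each protein counted once). No unigene carried the terms for rRNA modification or snRNA metabolic process directly, and their child terms were not analysed here.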

Other enriched GO terms were mainly involved in the synthesis and processing of genetic information, including rRNA modification (GO:0000154) (FDR > 0.05), mRNA pseudouridine synthesis (GO:1990481) (FDR < 0.05), snRNA metabolic process (GO:0016073) (FDR > 0.05), and deoxyribonucleoside diphosphate metabolic process (GO:0009186) (FDR > 0.05). 

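Glycoside hydrolases moved in both directions between immature and mature mycelia. At the study's thresholds 6 of the 180 tested unigenes of the O-glycosyl hydrolase term were higher and 6 were lower, with a median log2 ratio of −0.13 over the term. The lower members included α-xylosidase DN10293_c0_g1, with 16.7 ± 9.31 and 1.14 ± 1.97 FPKM (mean ± SD, n = 3), and α-xylosidase DN5403_c0_g1, with 34.0 ± 10.3 and 13.6 ± 4.17 FPKM. Among the higher members, the endoglucanase Eg5A unigene DN558_c0_g1 was listed at 0 in the immature bottles and had 4.37 ± 3.23 FPKM in the mature bottles. These 3 were named after their values were seen. Fisher's exact test gave an adjusted p of 0.00176 for this term, and 0.0166 with each Nr protein counted once, chosen after seeing the data. The broader glycosyl bond term held 11 tested unigenes, with none higher and 1 lower (adjusted p = 0.259).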

Within the molecular function category, terms associated with carbohydrate metabolism, such as hydrolase activity acting on O-glycosyl compounds (GO:0004553) (FDR > 0.05) and hydrolase activity acting on glycosyl bonds (GO:0016798) (FDR > 0.05), were enriched. In general, GO terms associated with genetic information synthesis and processing were largely enriched. 

To better understand the functions and interactions of our DEGs, all DEGs underwent a pathway-based analysis by mapping against the KEGG database. Pathway enrichment analysis demonstrated that only 35 pathways were enriched, which included 45 DEGs (Table S9). We found that these pathways were mainly associated with nucleotide metabolism, DNA replication and repair, and energy metabolism, such as pyrimidine metabolism (ko00240), nucleotide excision repair (ko03420), pyruvate metabolism (ko00620), and the pentose phosphate pathway (ko00030). 

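Transaldolase, an enzyme of the pentose phosphate pathway, was lower in mature mycelia at the study's thresholds. Its unigene DN7265_c0_g1 had 19.6 ± 6.01 FPKM in immature and 7.92 ± 0.206 FPKM in mature mycelia (mean ± SD, n = 3), a log2 ratio of −1.17 (SE 0.22, adjusted p = 0.137). The other 12 unigenes of that pathway did not pass these thresholds. In nucleotide metabolism 1 of 83 unigenes was higher, a nucleoside diphosphate kinase, and 2 were lower, both for the small chain of ribonucleotide reductase. Among 148 unigenes of DNA replication and repair, the recombination protein RHM52 was higher and the helicase hus2/rqh1 was lower. The helicase unigene DN5624_c0_g1 had 19.7 ± 4.26 and 8.56 ± 5.33 FPKM, a log2 ratio of −1.23 (SE 0.40, adjusted p = 0.249).
None of the 3 lists had a member past an adjusted p of 0.05 over all unigenes, and adjusted over the list alone only transaldolase passed it. The lists were formed from the proteins' names; KEGG pathways were not analysed here. As sets, against all other unigenes, they gave adjusted p values of 0.102 for nucleotide metabolism, 0.786 for DNA replication and repair and 0.879 for the pentose phosphate pathway (camera, preset correlation). The median log2 ratios of the last pair were −0.08 and −0.05, while their set statistics were positive.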

The results of our KEGG analysis corresponded with those obtained by our GO enrichment analysis. The 20 enriched pathways with FDR < 1 are shown in Figure 5.

In addition, the total annotation results of Unigenes and DEGs are listed in Table S10.

### 3.4. Identification of DEGs Related to Physiological Maturation of Mycelia

To identify genes related to physiological maturation of mycelia, we analyzed significantly upregulated DEGs in mature mycelia. 

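Glutamate decarboxylase Gad1 forms γ-aminobutyrate from glutamate. Its unigene DN579_c0_g1 had 27.2 ± 4.62 FPKM in immature and 53.0 ± 1.20 FPKM in mature mycelia (mean ± SD, n = 3), a log2 ratio of 0.95 (SE 0.14, adjusted p = 0.0982). The unigene of oxalate decarboxylase OxdC, which splits oxalate into formate and carbon dioxide, had 32.8 ± 7.58 and 84.9 ± 41.2 FPKM (DN8634_c0_g1, log2 ratio 1.23, SE 0.42, adjusted p = 0.267). In mature bottle 1 it stood at 40.1 FPKM, next to 40.0 FPKM in immature bottle 1. The recombination protein RHM52 unigene DN3170_c0_g1 had 6.08 ± 0.829 and 13.6 ± 1.25 FPKM, a log2 ratio of 1.05 (SE 0.17, adjusted p = 0.118). Pseudouridylate synthase Pus (DN2821_c0_g2) had 9.85 ± 0.884 and 20.6 ± 8.22 FPKM, a log2 ratio of 0.91 (SE 0.31, adjusted p = 0.265). A further glutamate decarboxylase unigene, DN4380_c0_g1, had 16.8 ± 3.51 and 31.2 ± 5.52 FPKM. Formate dehydrogenase, which oxidizes formate, had 242 ± 73.8 and 561 ± 130 FPKM (DN6331_c0_g1, log2 ratio 1.22, SE 0.26, adjusted p = 0.161), and was named after its values were seen. The other glutamate and oxalate decarboxylase unigenes shown in Fig. 6A, DN9312_c0_g2, DN5993_c1_g1 and DN5993_c1_g5, had log2 ratios of 0.18, 0.18 and −0.20.
Of the 10 unigenes shown in Fig. 6A for genetic material and energy, 3 were past the study's thresholds, all higher. The groups did not overlap for 7 of the 10 (chance gives 10% of unigenes, and all tested unigenes gave 22.9%). None of them passed an adjusted p of 0.05 over all unigenes with limma, and 7 had an unadjusted p of at most 0.05 and passed when adjusted over the list alone. The study chose these unigenes on the same samples, so the counts are not independent evidence. Without immature bottle 3 only 1 was past the study's thresholds, and without mature bottle 3 none (0).
The list of oxalate and glutamate decarboxylation, fixed by protein names, held 10 unigenes, 6 of them also shown in Fig. 6A. At the study's thresholds 2 were higher and none was lower, and 3 were higher when adjusted over the list alone. The list gave an adjusted p of 0.0132 as a set (camera, preset correlation), but an adjusted p = 0.622 with an estimated correlation.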

Overall, these upregulated DEGs are mainly involved in the synthesis of genetic materials and energy metabolism, and include unigenes encoding glutamate decarboxylase Gad1 (DN579_c0_g1), oxalate decarboxylase OxdC (DN8634_c0_g1), pseudouridylate synthase Pus (DN2821_c0_g2), DNA repair and recombination protein RHM52 (DN3170_c0_g1), and nucleoside diphosphate kinase Ndpk (DN4800_c0_g2), demonstrating that this complex developmental program requires not only fast mycelial vegetative growth, but also more energy to accumulate nutrients and thus nurture developing fruit bodies during the reproductive stage. Versatile peroxidases (Vps) are key lignin-degrading enzymes, as they possess both manganese and lignin peroxidase activities. We observed upregulation of Vp-encoding genes (DN9023_c0_g1, DN9023_c0_g3, and DN8870_c0_g2) in mature mycelia, consistent with nutrient accumulation. 

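The peroxidase unigene DN9023_c0_g1 had 24.5 ± 5.14 FPKM in immature and 244 ± 182 FPKM in mature mycelia (mean ± SD, n = 3), a log2 ratio of 2.94 (SE 0.62, adjusted p = 0.161). DN8870_c0_g2 had 209 ± 109 and 1042 ± 622 FPKM, a log2 ratio of 2.20 (SE 0.71, adjusted p = 0.249). Both were matched to a versatile peroxidase in Swiss-Prot but to a manganese peroxidase in Nr. DN9023_c0_g3 had 65.8 ± 2.66 and 129 ± 48.4 FPKM, a log2 ratio of 0.90 (SE 0.26, adjusted p = 0.213). The mature bottles differed widely from each other. DN8870_c0_g2 stood at 325 FPKM in mature bottle 1 and at 1372 and 1430 FPKM in mature bottles 2 and 3, against 314 FPKM in immature bottle 1. DN9023_c0_g1 stood at 73.3, 435 and 224 FPKM in mature bottles 1, 2 and 3.
Of the 6 peroxidase unigenes shown in Fig. 6C, 2 were past the study's thresholds, both higher. The number was 3 without immature bottle 1 or mature bottle 1, and 1 without immature bottle 2, mature bottle 2 or mature bottle 3. DN9023_c0_g1 stayed past them in all 6 fits that left out 1 bottle, and DN8870_c0_g2 in 3.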

Another important class of DEGs identified in our mature mycelia were those encoding post-modification enzymes, such as cytochrome P450 monooxygenase and methyltransferases, which are important for the synthesis of secondary metabolites. 

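Cytochrome P450 monooxygenases insert oxygen into many kinds of substrates. DN1330_c0_g1, matched to psiH of *Psilocybe cubensis*, had 31.2 ± 5.12 FPKM in immature and 133 ± 46.6 FPKM in mature mycelia (mean ± SD, n = 3), a log2 ratio of 2.00 (SE 0.30, adjusted p = 0.101). DN7493_c0_g1, also matched to psiH, had 13.5 ± 1.47 and 48.0 ± 14.6 FPKM, a log2 ratio of 1.72 (SE 0.24, adjusted p = 0.0913). DN8894_c1_g2, matched to the monooxygenase FUM15, had 14.0 ± 5.96 and 79.1 ± 40.8 FPKM, a log2 ratio of 2.32 (SE 0.54, adjusted p = 0.179). DN8894_c1_g1, matched to the same protein, had a log2 ratio of 1.26, and DN9463_c0_g1, matched to psiH, had 2.09. DN5495_c0_g1, matched to the multifunctional monooxygenase af510, had 2.73 ± 0.858 and 14.0 ± 6.01 FPKM (log2 ratio 1.96, SE 0.36, adjusted p = 0.132). DN1132_c0_g1, matched to psiH, had 210 ± 116 and 399 ± 114 FPKM, a log2 ratio of 1.02 (SE 0.43, adjusted p = 0.333), and its groups overlapped. The methyltransferase unigene DN4644_c0_g2 had 7.98 ± 1.39 and 14.9 ± 4.26 FPKM, a log2 ratio of 0.80 (SE 0.26, adjusted p = 0.248).
Of the 7 P450 unigenes, 6 were past the study's thresholds and none passed an adjusted p of 0.05 over all unigenes with limma. The study chose these 7 on the same samples, so they are not independent evidence of a direction. They were matched to 5 different Nr proteins, with DN1330_c0_g1 and DN9463_c0_g1 sharing a protein. Mature bottle 1 was the lowest mature bottle for 6 of the 7: DN8894_c1_g2 stood at 32.0 FPKM there against 103 and 103 in mature bottles 2 and 3, and DN9463_c0_g1 at 134 against 263 and 298.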

The expression of genes encoding cytochrome P450s monooxygenase Psih (DN1132_c0_g1, DN1330_c0_g1, DN5495_c0_g1, DN7493_c0_g1, DN8894_c1_g1, DN8894_c1_g2, and DN9463_c0_g1) and a methyltransferase (DN4644_c0_g2) were found to be significantly upregulated in mature mycelia. Finally, upregulated fruiting body protein SC3 (DN5369_c0_g1) was enriched in mature mycelia, probably indicating the initiation and formation of fruiting bodies (Figure 6). 

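The SC3 unigene DN5369_c0_g1 encodes a hydrophobin, a small secreted protein that coats aerial hyphae. It had 5.00 ± 3.14 FPKM in immature and 10.6 ± 1.85 FPKM in mature mycelia (mean ± SD, n = 3), a log2 ratio of 1.06 (SE 0.39, adjusted p = 0.286). Its groups overlapped, with 8.56 FPKM in immature bottle 2 and 8.45 FPKM in mature bottle 2. It was past the study's thresholds in 2 of the 6 fits that left out 1 bottle, with log2 ratios from 0.76 to 1.46.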

### 3.5. Distinct Distribution of Carbohydrate-Active Enzymes during Mycelial Maturation

In this study, we also searched our DEGs for families related to carbohydrate-active enzymes (CAZymes) using the Carbohydrate Active Enzymes (CAZy) database [20]. BLASTX indicated that a total of 21 DEGs from the mycelia transcriptome were CAZymes. These upregulated CAZymes could be classified into superfamilies, such as glycoside hydrolases (GHs), polysaccharide lyases (PLs), carbohydrate-binding modules (CBMs), and carbohydrate esterase (CE) superfamily (Figure 7A), which likely indicates a functional change in plant cell wall polysaccharide degradation in cultivation substrate. 

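A carbohydrate esterase of family CE4, whose members remove acetyl groups from carbohydrates, was the only CAZyme unigene with a change at an adjusted p under 0.05. This unigene, DN5155_c0_g1, fell from 27.8 ± 2.62 FPKM in immature to 7.12 ± 1.26 FPKM in mature mycelia (mean ± SD, n = 3), a log2 ratio of −1.83 (SE 0.16, adjusted p = 0.0437). It passed an adjusted p of 0.05 in 0 of the 6 fits that left out 1 bottle. The polysaccharide lyases of family PL8 were higher at the study's thresholds, DN3139_c0_g1 with 116 ± 34.4 and 358 ± 172 FPKM and DN3139_c0_g2 with 51.0 ± 24.0 and 181 ± 72.7 FPKM. The unigene with a carbohydrate-binding module of family CBM13, DN3442_c0_g2, had 9.59 ± 4.98 and 20.7 ± 2.91 FPKM. Family GH105 acts on fragments of pectin, and its unigene DN2381_c0_g1 had 54.5 ± 8.60 and 22.1 ± 1.57 FPKM, a log2 ratio of −1.26 (SE 0.14, adjusted p = 0.0802). The GH3 xylosidase bxlB (DN5073_c0_g2) had 413 ± 66.0 and 174 ± 24.3 FPKM, a log2 ratio of −1.24 (SE 0.17, adjusted p = 0.0886). Of the GH47 mannosidases, which trim the glycans of glycoproteins, DN6656_c0_g1 and DN6656_c0_g2 had log2 ratios of −1.74 and −1.35.
All 21 CAZyme unigenes of Fig. 7 were past the study's thresholds, 12 higher and 9 lower in mature mycelia. None had overlapping groups, where chance leaves 10% of unigenes without overlap and 22.9% of all tested unigenes were without it. All 21 passed when adjusted over the list alone, but the study chose them on these samples, so this is not independent evidence. They were matched to 14 different Nr proteins. With 1 bottle left out, 17 to 19 were past the study's thresholds. DN9477_c0_g1 and DN6656_c0_g2 remained so in 2 of these 6 fits, DN3442_c0_g2 in 3 and the GH15 unigene DN6282_c0_g3 in 1.

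**Figure D1:**
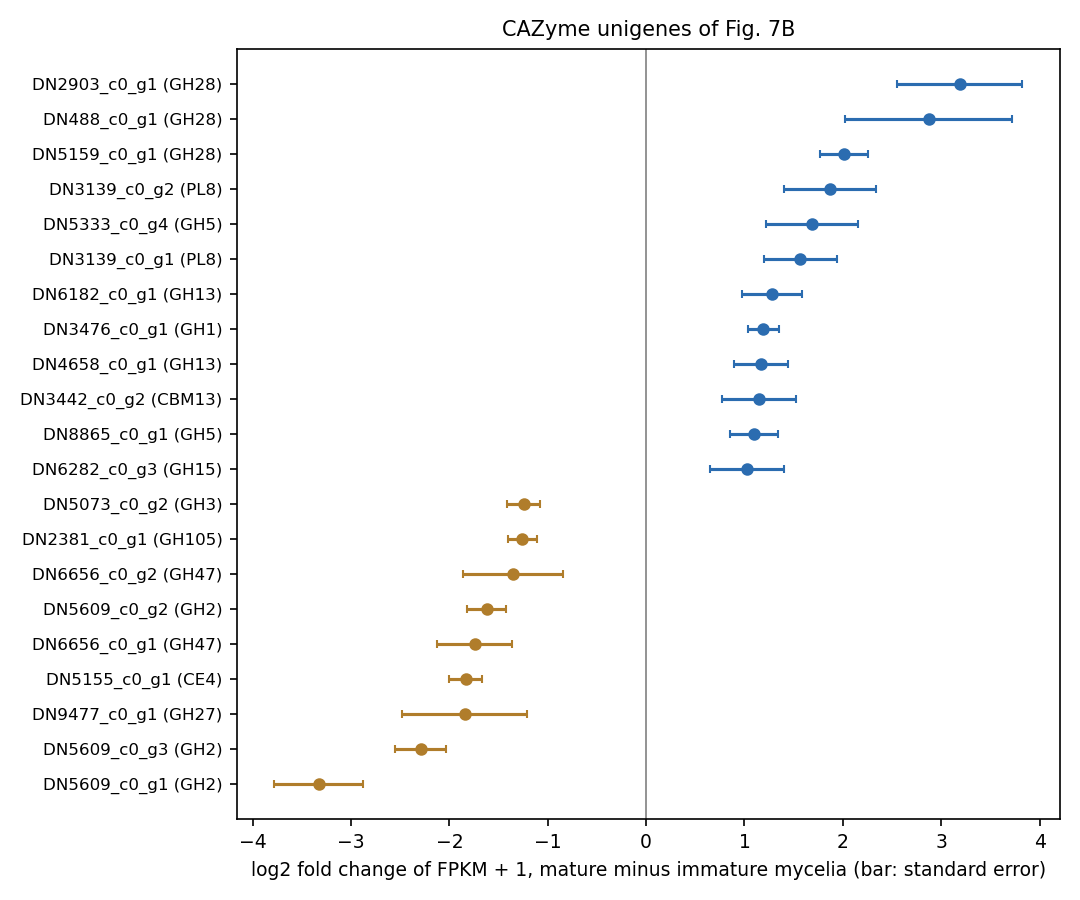
Log2 ratio (mature minus immature, x axis) of the 21 CAZyme unigenes of Fig. 7B (y axis, with family) from limma on log2(FPKM + 1). Points are log2 ratios and bars ± 1 SE, and the values run from −3.33 for a GH2 unigene to 3.19 for a GH28 unigene.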

The differences in expression of these CAZymes between immature and mature mycelia are summarized in Figure 7B. The genes encoding exopolygalacturonase (DN2903_c0_g1, GH28), β-glucosidase (DN3476_c0_g1, GH1), 1,4-α-glucan-branching enzyme (DN4658_c0_g1, GH13), glucoamylase (GH15), and mannan endo-1,4-β-mannosidase (DN5333_c0_g4, GH5) were upregulated in mature mycelia, and β-mannosidase (GH2) and α-galactosidase (GH27) were downregulated.

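Exopolygalacturonase, which releases sugars from the ends of pectin chains, had 1.87 ± 2.53 FPKM in immature and 20.6 ± 7.84 FPKM in mature mycelia (mean ± SD, n = 3; DN2903_c0_g1). Its log2 ratio was 3.19 (SE 0.64, adjusted p = 0.151). Immature bottle 2 held 4.80 FPKM against 0.42 and 0.40 in immature bottles 1 and 3, and the ratio of means was 11.0, but 50.3 without immature bottle 2. The β-glucosidase unigene DN3476_c0_g1 had 16.8 ± 2.43 and 39.7 ± 5.64 FPKM, a log2 ratio of 1.19 (SE 0.16, adjusted p = 0.0886). The glucan-branching enzyme DN4658_c0_g1, which takes part in glycogen synthesis, had 48.6 ± 9.96 and 113 ± 34.8 FPKM, a log2 ratio of 1.17 (SE 0.27, adjusted p = 0.177). Glucoamylase (DN6282_c0_g3) had 15.0 ± 8.07 and 29.4 ± 6.60 FPKM, and mannan endo-1,4-β-mannosidase (DN5333_c0_g4) had 0.243 ± 0.421 and 2.88 ± 0.526 FPKM.
The β-mannosidase unigene DN5609_c0_g1 had 38.9 ± 4.07 and 3.45 ± 2.23 FPKM, a log2 ratio of −3.33 (SE 0.45, adjusted p = 0.0886). DN5609_c0_g3 had 75.7 ± 23.1 and 14.3 ± 2.55 FPKM, a log2 ratio of −2.29 (SE 0.26, adjusted p = 0.0795), and DN5609_c0_g2 had 31.0 ± 7.35 and 9.20 ± 0.603 FPKM. The α-galactosidase unigene DN9477_c0_g1 had 7.29 ± 5.80 and 1.13 ± 1.07 FPKM, a log2 ratio of −1.84 (SE 0.63, adjusted p = 0.265).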

### 3.6. Validation of DEGs by RT-qPCR

Reverse transcription-quantitative PCR (RT-qPCR) was performed to verify the expression of 12 DEGs, including exopolygalacturonase ESP (DN2903_c0_g1), pseudouridine synthase PS (DN3768_c0_g2), nucleoside diphosphate kinase NDPK (DN4800_c0_g2), versatile peroxidase VP (DN8870_c0_g2), fruiting body protein SC3 (DN5369_c0_g1), cytochrome P450 monooxygenase (DN5495_c0_g1), cell cycle checkpoint control protein RAD9A (DN8865_c1_g1), α-galactosidase α-GAL (DN10455_c0_g1), carbonic anhydrase CA (DN556_c0_g1), NADPH dehydrogenase afvA (AFVA), dual specificity protein phosphatase (DUSP), and ATP-dependent DNA helicase Q4 (RECQL4). All of these DEGs showed similar expression patterns in RT-qPCR analysis as observed from RNA-seq data (Figure 8).

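Carbonic anhydrase interconverts carbon dioxide and bicarbonate. Its panel unigene DN556_c0_g1 had 6.40 ± 3.66 FPKM in immature and 13.8 ± 4.25 FPKM in mature mycelia (mean ± SD, n = 3), a log2 ratio of 1.08 (SE 0.40, adjusted p = 0.290). Its groups overlapped, with 10.47 FPKM in immature bottle 3 and 10.31 FPKM in mature bottle 1. It was past the study's thresholds in 2 of the 6 fits that left out 1 bottle. Over all 6 carbonic anhydrase unigenes, FPKM summed to 562 in immature and 541 in mature mycelia, and log2 ratios ran from −0.93 to 1.08. The checkpoint protein RAD9A, which acts in the response to DNA damage, had 72.7 ± 6.50 and 141 ± 61.1 FPKM (DN8865_c1_g1, log2 ratio 0.86, SE 0.31, adjusted p = 0.276). The dual specificity phosphatase DUSP (DN7771_c0_g2) had 62.6 ± 33.3 and 20.0 ± 3.41 FPKM, a log2 ratio of −1.46 (SE 0.41, adjusted p = 0.206). The α-galactosidase unigene DN10455_c0_g1, of 289 bases, had 0.840 ± 1.45 and 4.60 ± 3.00 FPKM. Its groups overlapped, and it was listed at 0 in immature bottles 2 and 3. The helicase RECQL4 (DN10260_c0_g1) had 1.23 ± 0.857 and 0.0467 ± 0.0808 FPKM, a mean below the filter, so it was not tested.
Of the 11 panel unigenes tested, 9 had a higher and 2 had a lower mean in mature mycelia. At the study's thresholds 7 were higher and 2 were lower. None passed an adjusted p of 0.05 over all unigenes with limma, 10 had an unadjusted p under 0.05, and 10 passed when adjusted over the list alone. The panel was chosen by the study on these samples and is not independent evidence of a direction. Of all 12 unigenes, 9 had no overlap between the groups (chance gives 10% of unigenes, and all tested unigenes gave 22.9%). Without mature bottle 3 only 5 were past the study's thresholds, and without immature bottle 2 only 6. The internal reference *gapdh* was matched by 2 unigenes, with log2 ratios of −0.08 and 0.41. The RT-qPCR values were not analysed here.

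**Figure D2:**
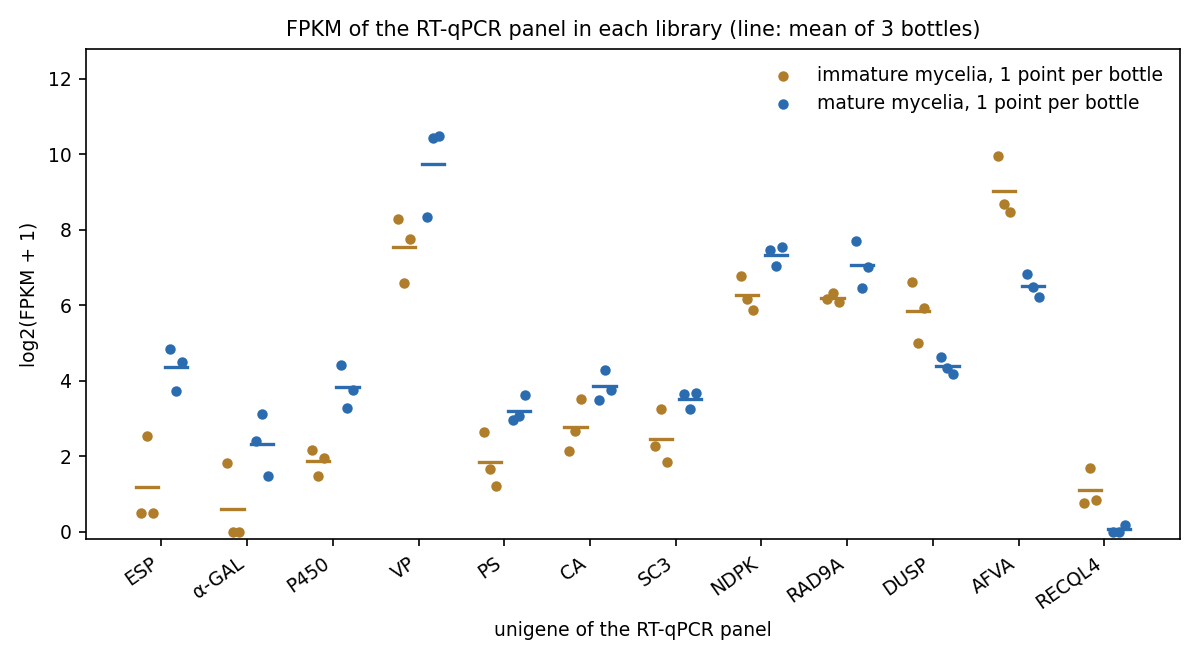
log2(FPKM + 1) (y axis) of the 12 unigenes of the RT-qPCR panel (x axis) in the 3 immature and 3 mature bottles. Points are bottles and horizontal lines group means.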

## 4. Discussion

The physiological maturation stage of mycelia, which lasts approximately 30–60 days, is critical for the growth and development of the *P. tuoliensis* fruiting body. Only mature mycelia are subjected to low temperature and light stimulation, primordia and fruiting body can be finely developed. Transcriptomic studies on mature mycelia to cold stimulation and fruiting body formation for *P. tuoliensis* have been performed by Fu et al. (2016, 2017) to reveal physiological metabolic properties underlying primordia formation and fruiting body development [6,12]. Transcriptomic analysis on cold stimulation of *P. tuoliensis* mycelia indicated that functional groups of differentially expressed unigenes associated with cell wall and membrane stabilization, soluble sugars, and protein biosynthesis and metabolism pathways, and calcium signaling and mitogen-activated protein kinases (MAPK) pathways play a vital role in Bailinggu’s response to cold stimulation. While transcriptomic analysis on fruiting body development identified the stage-specific and differentially expressed unigenes (DEGs) involved in morphogenesis, primary carbohydrate metabolism, cold stimulation, and blue-light response, predicting that these unigenes might help *P. tuoliensis* adapt to genetic and environmental factors that influence fructification. However, no transcriptome analyses have been performed to study the molecular mechanisms underlying physiological maturation of mycelia. In this study, we utilized a comparative transcriptomic approach to explore differential gene expression and molecular processes during the physiological maturation of mycelia. 

Our comparative transcriptome analysis identified 451 differentially expressed genes (DEGs) between immature and mature mycelia. Although the number of DEGs is small considering ~17000 unigenes, this result is reasonable. Even if *P. tuoliensis* mycelia have undergone a physiological maturation process, their morphology does not display a huge change relative to the process of primordia formation or fruiting body development. As shown in GO and KEGG enrichment results of DEGs, DEGs were mainly enriched for nucleotide synthesis and energy metabolism functions. Which are consistent with the fast growth and nutrient accumulation that are characteristic of mycelium maturation [21]. Metabolome analysis of physiological maturation of *P. tuoliensis* mycelia also revealed similar metabolism phenomenon. Metabolites enriched on pyrimidine synthesis were significantly abundant in mature *P. tuoliensis* mycelia, such as CMP and cytosine, which are indicative of the high demand for rapid nucleotide synthesis during physiological maturation [7].

Among our DEGs, the upregulation expression of NDPK is interesting. 

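Nucleoside diphosphate kinase was represented by 2 unigenes, both matched to the same *P. ostreatus* protein. DN4800_c0_g2, of 253 bases, had 79.4 ± 26.9 FPKM in immature and 163 ± 29.5 FPKM in mature mycelia (mean ± SD, n = 3), a log2 ratio of 1.06 (SE 0.27, adjusted p = 0.190). The more abundant DN4800_c0_g1, of 419 bases, had 790.3 ± 160 and 1204 ± 145 FPKM, a log2 ratio of 0.62 (SE 0.20, adjusted p = 0.241). Neither unigene had overlapping groups, where chance leaves 10% of unigenes without overlap and 22.9% of all tested unigenes were without it. The study chose this enzyme on the same samples, so this is not independent evidence. DN4800_c0_g2 was past the study's thresholds in 4 of the 6 fits that left out 1 bottle.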

Many studies have demonstrated that NDPK regulates various biological processes and signal transduction pathways in addition to playing a fundamental role in maintaining the cellular balance of NDP and NTP [22,23]. In *Neurospora crassa*, Ndpk is associated with hyphal development and photomorphogenesis [24]. Tang et al. (2016) reported that Ndpk was significantly upregulated in mature *Lentinus edodes* mycelia, concluding that this enzyme may plays an important role in light-induced mycelial brown-film formation, an indicator of physiological mycelial maturation in *L. edodes* [21]. Thus, upregulation of NDPK in mature *P. tuoliensis* mycelia is likely associated with physiological mycelial maturation. The specific function of Ndpk in this process is worthy of further study.

Growth and development of *P. tuoliensis* relies on nutrients produced by decomposition of the cultivation substrate. CAZymes are involved in the hydrolysis of plant cell wall polysaccharides and play an important role in substrate degradation processes [25]. We identified a total of 21 CAZymes, most of which belong to glycoside hydrolase (GH) families, which play important roles in lignocellulose decomposition [26]. 

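Of the GH28 unigenes, exopolygalacturonase B (DN5159_c0_g1) had 2.22 ± 0.711 FPKM in immature and 11.8 ± 1.37 FPKM in mature mycelia (mean ± SD, n = 3), a log2 ratio of 2.01 (SE 0.25, adjusted p = 0.0839). Exopolygalacturonase X (DN488_c0_g1), of 296 bases, had 3.97 ± 4.19 and 26.4 ± 11.0 FPKM, a log2 ratio of 2.87 (SE 0.85, adjusted p = 0.222). In unigenes under 300 bases the median residual SD of log2(FPKM + 1) between bottles was 1.47. With 1 bottle left out its log2 ratio ran from 1.97 to 3.58, since immature bottles 1, 2 and 3 held 0, 3.56 and 8.35 FPKM. The GH13 glucan-branching enzyme DN6182_c0_g1 had 62.4 ± 10.3 and 160 ± 58.0 FPKM, a log2 ratio of 1.28 (SE 0.31, adjusted p = 0.183). The GH5 mannanase DN8865_c0_g1 had 15.5 ± 4.69 and 33.6 ± 4.72 FPKM, a log2 ratio of 1.10 (SE 0.24, adjusted p = 0.168). In the list of pectin degradation, pectate lyase E (DN8420_c0_g2) had 34.1 ± 2.82 and 67.2 ± 4.75 FPKM, a log2 ratio of 0.96 (SE 0.11, adjusted p = 0.0795), and was named after its values were seen.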

The GH families GH13 (2 genes), GH15 (1 gene), GH28 (3 genes), GH5 (2 genes), and GH1 (1 gene) were upregulated in our mature mycelia. GH5 is one of the largest GH families, whose members act on a wide range of substrates, including β-1,3-glucans, β-1,4-glucans in cellulose, and β-1,4-mannans in hemicelluloses [27]. GH13 is a family of starch-debranching enzymes that hydrolyze the α-1,6-glucosidic bond in starch, and GH28 members play critical roles in pectin degradation [28]. The function of GH15 is not known. Lignin degradation involves three types of degrading enzymes: manganese peroxidases (MnPs) [29], versatile peroxidases (VPs) [30], and laccases [31]. We identified three upregulated VP-encoding genes in mature mycelia. These upregulated genes are probably related with lignin degradation. 

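Among the other peroxidases, DN7399_c0_g1, matched to a versatile peroxidase, had 25.3 ± 3.27 FPKM in immature and 16.9 ± 1.09 FPKM in mature mycelia (mean ± SD, n = 3), a log2 ratio of −0.55 (SE 0.14, adjusted p = 0.190), and was named after its values were seen. DN7883_c2_g1 had 40.2 ± 7.07 and 29.0 ± 2.33 FPKM, a log2 ratio of −0.45 (SE 0.15, adjusted p = 0.262). DN8870_c0_g3 and DN8870_c0_g4 had log2 ratios of 0.36 and 1.18. The lowest of the list were DN9023_c0_g6 and DN9023_c0_g7, with −1.86 (adjusted p = 0.355) and −1.87 (adjusted p = 0.428), also named after their values were seen. Their groups overlapped, and immature bottle 2 held 48.0 and 117 FPKM of them, far above the other immature bottles. Of the 12 unigenes of ligninolytic peroxidases, 2 were higher and none was lower at the study's thresholds. None passed an adjusted p of 0.05 over all unigenes, and 2 were higher and 1 was lower when adjusted over the list alone. Their median log2 ratio was −0.32, with 5 positive and 7 negative, while the set statistic was positive (camera, preset correlation, adjusted p = 0.879). The 12 were matched to 9 different Nr proteins. Of 50 laccases and hydrogen peroxide-forming oxidases, none was past the study's thresholds and none passed an adjusted p of 0.05 over all or adjusted over the list alone (adjusted p = 0.297 as a set).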

Functional enrichment analyses of our DEGs also demonstrated that oxidation-reduction activities and pathways are very active during the physiological maturation of mycelia. Cytochrome P450 monooxygenases psiH, which catalyze the biooxidation of various substrates through activation of molecular oxygen and play important roles in metabolic processes and stress responses [32], displayed increased expression in mature mycelia. 

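Among all 129 tested P450 unigenes, 6 were higher and 2 were lower in mature mycelia at the study's thresholds. The lower members were DN4598_c0_g2, matched to the monooxygenase yanC, with 61.5 ± 6.58 FPKM in immature and 27.8 ± 12.7 FPKM in mature mycelia (mean ± SD, n = 3), and DN4598_c0_g1. Their log2 ratios were −1.20 and −1.04. DN9126_c2_g1, matched to the monooxygenase patH, had 28.7 ± 4.90 and 52.6 ± 4.44 FPKM, a log2 ratio of 0.86 (SE 0.15, adjusted p = 0.120). These 3 were named after their values were seen. The median log2 ratio of the list was 0.02. Unigenes past the study's thresholds were more frequent in the list than among all named unigenes (Fisher's exact test, adjusted p = 0.0206). That test counted unigenes as independent, but the 129 were matched to 99 different Nr proteins. As a set the P450s gave an adjusted p of 0.124 (camera, preset correlation), and adjusted over the list alone 5 were higher and none was lower.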

Similar expression patterns for these genes were observed by qPCR analysis. Identification of upregulated PSIH demonstrated that mycelium maturation requires increased oxygen and produces excess water, which often leads to submergence and hypoxic stress. 

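The hydrophobins of *P. tuoliensis* did not move together. DN6631_c0_g1, also matched to SC3, had 48.9 ± 16.5 FPKM in immature and 16.8 ± 0.991 FPKM in mature mycelia (mean ± SD, n = 3), a log2 ratio of −1.43 (SE 0.25, adjusted p = 0.120). Its Nr match was vegetative mycelium hydrophobin 1 of *P. ostreatus*. DN8573_c0_g1, matched to the fruiting body protein SC1, had 345 ± 85.3 and 192 ± 15.8 FPKM, a log2 ratio of −0.81 (SE 0.20, adjusted p = 0.183). The most abundant, DN7746_c0_g2, had 676 ± 185 and 589 ± 126 FPKM. These unigenes were named after their values were seen. Of the 9 unigenes matched to SC1 or SC3, 1 was higher and 1 was lower at the study's thresholds, none passed an adjusted p of 0.05 over all unigenes, and 2 were lower when adjusted over the list alone. Their median log2 ratio was −0.02 (camera, preset correlation, adjusted p = 0.700). Over the 13 hydrophobin unigenes, FPKM summed to 1481 in immature and 1194 in mature mycelia.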

We also observed upregulated fruiting body protein SC3 in mature mycelia, which was reported to be involved in fruiting body development of edible mushroom [33,34]. The high abundance of this protein probably indicates the initiation and formation of fruiting bodies. Fu et al. (2017) found that unigenes encoding fruiting body hydrophobin 1 were significantly upregulated in primordia and fruiting body for *P. tuoliensis*. The unigene encoding hydrophobin 2 was upregulated in primordia while downregulated in the fruiting bodies. However, they did not find unigenes that specifically expressed during the initiation of fruiting [12].

In summary, our comparative transcriptomic analysis of immature and mature mycelia revealed gene expression differences indicative of changing metabolism during physiological mycelium maturation and identified a potential functional group of genes responsible for regulating the physiological maturation in *P. tuoliensis* mycelia. GO and KEGG enrichment analysis demonstrated that metabolic pathways related to genetic information and energy metabolism are extremely active during the physiological maturation of mycelia. 

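Cytosolic ribosomal proteins belong to the translation machinery. Of their 76 unigenes, 75 had a positive log2 ratio, with a median of 0.35 and a range from −0.06 to 0.93, and none was past the study's thresholds or passed an adjusted p of 0.05 over all or adjusted over the list alone. The set gave an adjusted p of 1.87e-14 (camera, preset correlation) but an adjusted p = 0.814 with an estimated correlation. Relative to the mean of all bottles, their median was −0.24 in mature bottle 1 and 0.36 and 0.42 in mature bottles 2 and 3, against −0.04, −0.27 and −0.22 in the immature bottles. In groupings of the bottles that mix the stages, the median log2 ratio was 0.37 between immature bottles 1 and 2 with mature bottle 1 and the other bottles, and −0.50 between immature bottle 1 with mature bottles 2 and 3 and the others. Of 58 unigenes of the respiratory chain, 38 had a negative log2 ratio and none was past the study's thresholds (median −0.10, adjusted p = 0.297). Of 57 unigenes of glycolysis and the citric acid cycle, 29 had a positive log2 ratio and none was past those thresholds (median 0.01, adjusted p = 0.186). Neither of these lists had a member that passed when adjusted over the list alone. From the enrichment of GO terms and KEGG pathways among the DEGs, the paper concludes that genetic information processing and energy metabolism are very active while mycelia mature.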

Genes related to critical oxidation-reduction processes are upregulated in mature mycelia. CAZymes involved in the hydrolysis of plant cell wall polysaccharides were differentially expressed in mature mycelia compared with immature mycelia and the differential expression of these genes may relate with substrate degradation utilization. In addition, we predict that NDPK may be an important enzyme for participating in mycelia physiological maturation. 

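Of 86 unigenes of hemicellulose degradation, 10 were lower and 2 were higher in mature mycelia at the study's thresholds, and 74 passed neither way. The lower ones included 3 β-mannosidase unigenes, 2 α-xylosidase unigenes and the xylosidase bxlB, and the α-galactosidase DN9477_c0_g1. They also included α-mannosidase DN3516_c0_g4 and 2 GH47 mannosidase unigenes, which act on the glycans of glycoproteins. DN3516_c0_g4, of 216 bases, had 70.0 ± 46.7 FPKM in immature and 9.43 ± 8.58 FPKM in mature mycelia (mean ± SD, n = 3), and was named after its values were seen. Fisher's exact test on the list gave an adjusted p of 1.59e-06. It counted unigenes as independent, but the 86 were matched to 60 different Nr proteins, and counting each protein once was not tried. The list's median log2 ratio was −0.13, and as a set it gave an adjusted p of 0.458 (camera, preset correlation). Adjusted over the list alone, 7 were lower and 1 was higher.
Of 30 unigenes of pectin degradation, 3 exopolygalacturonases were higher and the GH105 hydrolase was lower (Fisher's exact test, adjusted p = 0.0206). Here too the test counted unigenes as independent, and the 30 were matched to 26 different Nr proteins. Adjusted over the list alone, 3 were higher, namely DN2903_c0_g1, DN5159_c0_g1 and pectate lyase E but not DN488_c0_g1, and the GH105 hydrolase was lower. Of 100 unigenes of cellulose degradation, 2 were higher and none was lower (Fisher's exact test, adjusted p = 1), with a median log2 ratio of −0.16. Adjusted over that list alone, β-glucosidase 1A was higher and β-glucosidase 1B (DN5472_c0_g2, 26.9 ± 3.60 and 13.4 ± 1.88 FPKM) was lower. Of 38 unigenes of starch and glycogen, 3 were higher and none was lower (adjusted p = 0.109), and none passed when adjusted over the list alone. No member of these 4 lists passed an adjusted p of 0.05 over all unigenes with limma.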

Our data enables an improved understanding of physiological maturation in *P. tuoliensis* mycelia, which lay an important foundation for revealing mycelia physiological maturation properties in edible mushrooms.

## Figures and Tables

**Figure 1:**
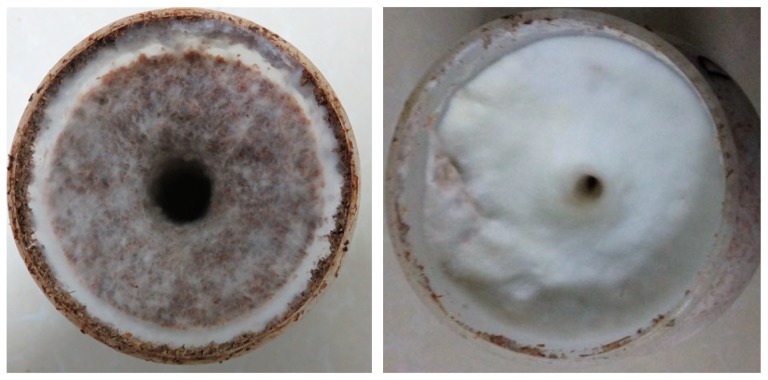
The morphological characteristics of immature mycelia (Left image) and mature mycelia (Right image).

**Figure 2:**
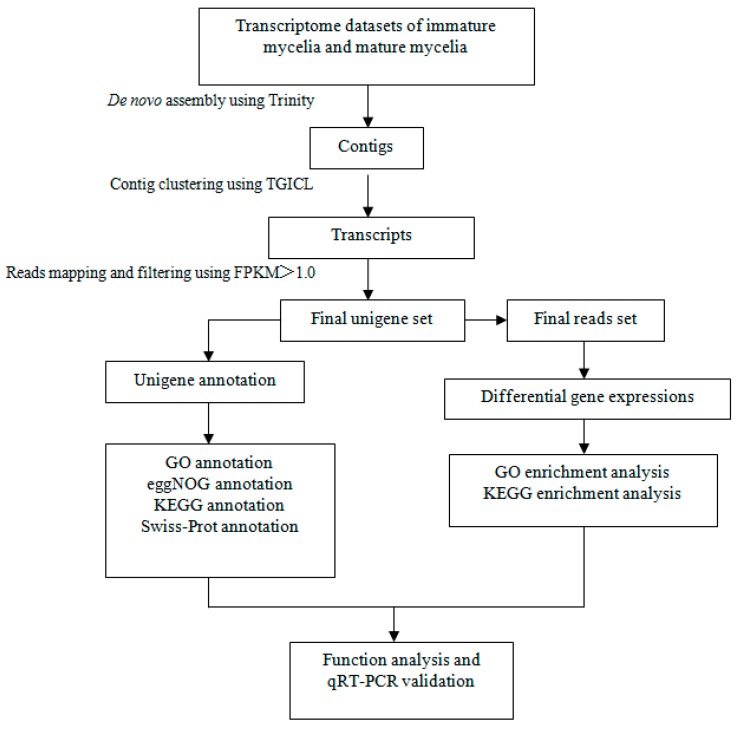
Analytical framework of the *P. tuoliensis* mycelia transcriptome. Raw reads were filtered and then de novo assembled into contigs by Trinity. Unigenes were obtained by clustering the contigs with TGICL. FPKM values were calculated for each of the unigenes, and only unigenes with FPKM > 1.0 were used for further analyses and annotation against the public databases.

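In the deposited table 16889 of the 17030 unigenes were above 0 in at least 1 library, and 16496 had a mean FPKM above 1. Between 15707 and 15732 unigenes exceeded 1 FPKM in the immature libraries, and 15499 to 15600 did so in the mature libraries. In mature mycelia the most abundant unigene with a protein name, DN8471_c0_g1, was matched to the pea seed protein Albumin-2 in Swiss-Prot. Its Nr match was a protein of *P. ostreatus*.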

**Figure 3:**
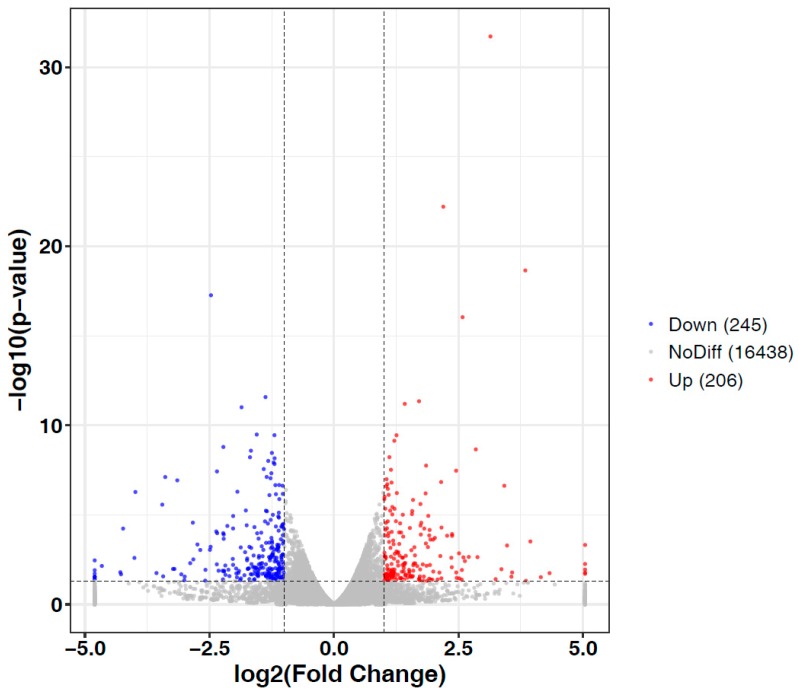
The volcano plots showing expression level of each unigene. Limits defined by *p*-value ≤ 0.05 and |log2 ratio| ≥ 1. Red points represent upregulated genes; blue points represent downregulated genes; gray area represents insignificant gene.

**Figure 4:**
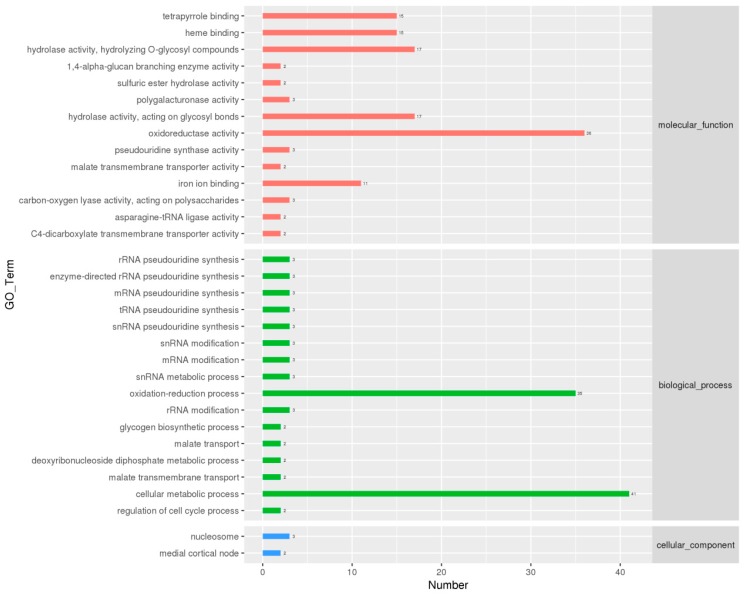
GO functional classification of differentially expressed genes. The green bars represent biological process; yellow bars represent cellular component; blue bars represent molecular function.

**Figure 5:**
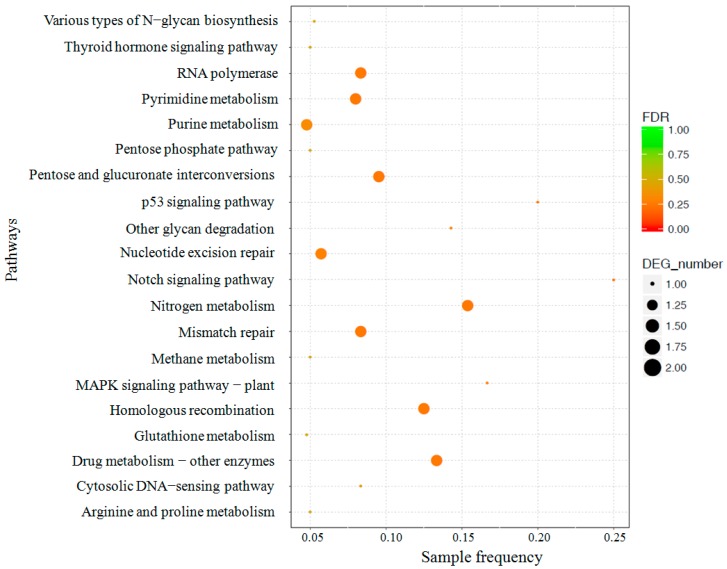
The top 20 enriched KEGG pathways of differentially expressed genes between immature mycelia and mature mycelia. ‘Sample frequency’ means the ratio of the number of differentially expressed genes in a pathway to the number of all annotated genes in this pathway in the figure legend. DEG number indicates the number of differential genes annotated in the pathway, indicated by a dot, the larger the dot, the more differential genes are enriched. The color gradient indicates the corrected *p*-value by Benjamini–Hochberg FDR method. Only pathways with FDR < 1 were shown.

**Figure 6:**
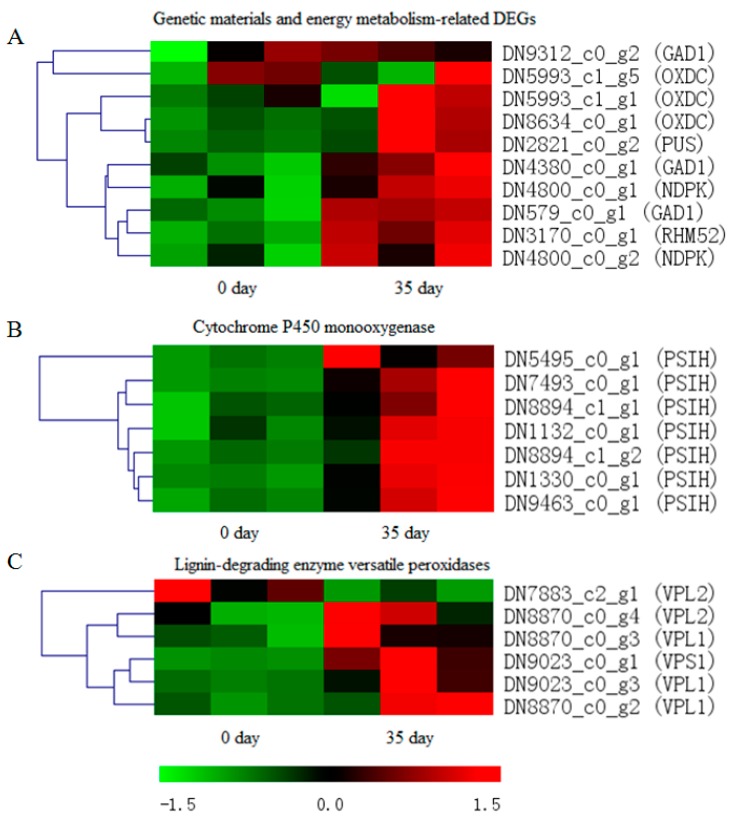
Genes involved in the regulation of mycelia physiological maturation in *P. tuoliensis*. (**A**) DEGs associated with genetic material and energy metabolism. (**B**) DEGs associated with metabolic processes and stress responses. (**C**) Lignin-degrading enzymes versatile peroxidases. The right side of the heatmap indicates the gene ID in our transcriptomic data for *P. tuoliensis* and the homologous gene name. The gene expression values (FPKMs) were transformed to *z*-score values.

**Figure 7:**
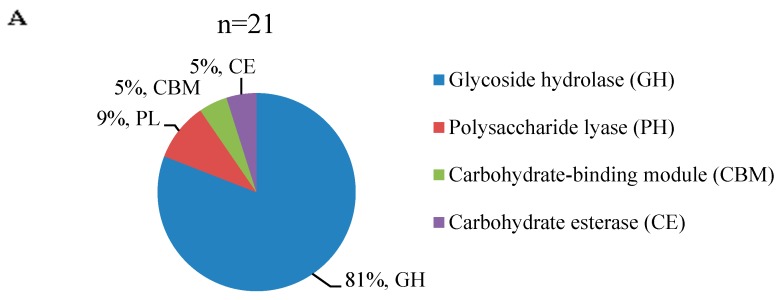

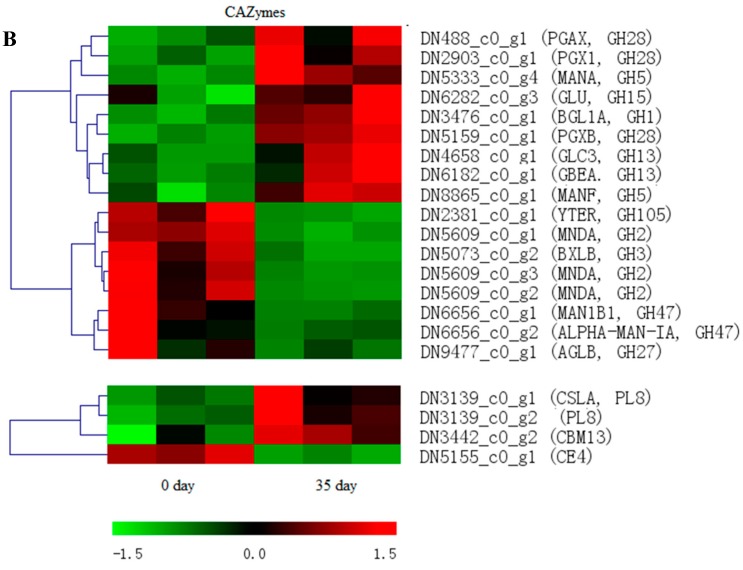
CAZymes analysis involved in mycelia physiological maturation. (**A**) the distribution of CAZymes identified. The corresponding genes were searched using the carbohydrate-active enzyme database (CAZy) and were classified into primary domains such as glycoside hydrolase (GH), carbohydrate-binding module (CBM), carbohydrate esterase (CE), glycosyl transferase (GT), and polysaccharide lyase (PL). (**B**) The expression heatmap of these genes.

**Figure 8:**
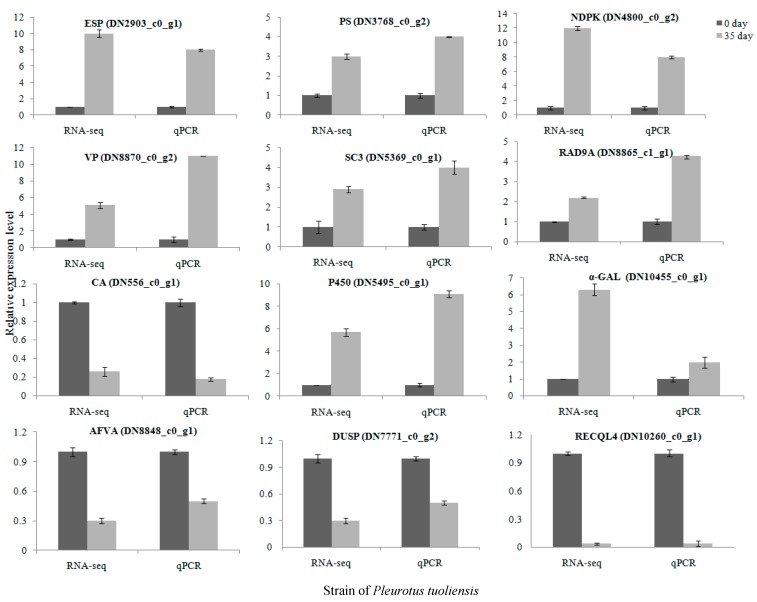
Expression of 12 selected genes as determined by RT-qPCR in comparison to the RNA-seq results. *Gapdh* expression was used as the internal control. The RT-qPCR values for each gene are means ± SD of three biological replica.

**Table 1:** Primers for qRT-PCR of 12 DEGs.

Gene ID	Annotation	Primer
DN2903_c0_g1	Exopolygalacturonase (EPS)	F:GTGAGTTGGCTTGCTTCT R:CGATTCCTATCTGTCTTGGT
DN3768_c0_g2	Pseudouridine synthase (PS)	F:TCGTCTACCTCCATATTGTC R: CTCTCAGCACCATACCTAG
DN4800_c0_g2	Nucleoside diphosphate kinase (NDPK)	F: GCTGTTGGACGCAATATC R:CACACTTCCTAAGACTTCAC
DN8870_c0_g2	Versatile peroxidase (VP)	F:GCAATGATGAAGACACAGAC R: GCAACTACGCAGCCTAAT
DN5369_c0_g1	Fruiting body protein SC3 (SC3)	F: CTTCATCGCCTATCTTCACT R: CGCACCAATAACAGTAACG
DN5495_c0_g1	Cytochrome P450 monooxygenase (P450)	F: TCCTTCGTATTCGTCTTCAG R: CGTCGCTACCTTACATCAA
DN8865_c1_g1	Cell cycle checkpoint control protein RAD9A (RAD9A)	F: GCATCACCGTCCATCATT R: CTTCCGCAATCTCGTCTT
DN556_c0_g1	Carbonic anhydrase (CA)	F:CGTCTCATCTCTGTCACTAAT R: CCGAGGTGTTCAGGAATC
DN10455_c0_g1	α-galactosidase (α-GAL)	F: CAGAATACGACCGCATGG R: AAGCACCACCAACCAATG
DN8848_c0_g1	NADPH dehydrogenase afvA (AFVA)	F: CCTTCCTATCGTCTTCTCTG R: CCACTTCAACTGCCTCTC
DN7771_c0_g2	Dual specificity protein phosphatase (DUSP)	F: AGGAACGACTGAACTGAG R: GGTATGGTGGAGGTGAAG
DN10260_c0_g1	ATP-dependent DNA helicase Q4 (RECQL4)	F: GTCTGTTGCTGCTTGTCT R: CTCTATCCATTGCTTGATGTC

**Table 2:** Assembly and annotation statistics of *P. tuoliensis* mycelia transcriptome.

Samples	PE01	PE02	PE03	PE351	PE352	PE353
Raw reads	41,410,374	46,175,662	43,409,086	45,505,956	48,825,340	48,802,066
Clean reads	41,222,978	45,964,590	43,208,980	45,306,508	48,616,554	48,565,980
Percentage of clean reads (%) ^a^	99.54	99.54	99.53	99.56	99.57	99.51
Assembled statistics						
Number of assembled transcripts			60,330			
Mean length of assembled transcripts (bp)			1897			
Number of assembled unigene			17,030			
Total assembled unigene size (bp)			21,120,061			
Mean length of assembled unigene (bp)			1240			
N50 (bp) ^b^			1891			
The number of N50 transcripts			3412			
Annotation						
NR			13,611			
GO			8804			
KEGG			2942			

^a^ Percentage of the number of clean reads in the number of total raw reads. ^b^ All sequences are arranged from long to short sequence, and the sequence lengths are sequentially added in this order, When the added length reaches 50% of the total length of the sequence, the length of the last sequence is recorded as N50 (bp).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/10/9/703/s1, Table S1: eggNOG annotation statistics of unigenes; Table S2: unigenes annotation information in Swiss-Prot databases; Table S3: unigenes matched known proteins in NR database; Table S4: Nr annotation statistics of unigenes; Table S5: GO enrichment terms of unigenes; Table S6: KEGG pathways enriched with unigenes; Table S7: the total data of differential expression analysis for each unigene; Table S8: GO enrichment terms of differential expressed genes; Table S9: KEGG enrichment pathways of differential expressed genes; Table S10: the total annotation of unigenes and differential expressed genes.

## References

[1] Zhao M.R., Zhang J.X., Chen Q., Wu X.L., Gao W., Deng W.Q., Huang C.Y. (2016). The famous cultivated mushroom Bailinggu is a separate species of the *Pleurotus eryngii* species complex. Sci. Rep..

[2] Kawai G., Babasaki K., Neda H. (2008). Taxonomic position of a Chinese Pleurotus “Bai-Ling-Gu”: It belongs to *Pleurotus eryngii* (DC.: Fr.) Quél. and evolved independently in China. Mycoscience.

[3] Wang C.L., Cui H.Y., Wang Y.R., Wang Z.F., Li Z.J., Chen M.H., Li F.J. (2014). Bidirectional immunomodulatory activities of polysaccharides purified from *Pleurotus nebrodensis*. Inflammation.

[4] Wang S.X., Zhao S., Huang Z.X., Yin L.M., Hu J., Li J.H., Liu Y., Rong C.B. (2018). Development of a highly productive strain of *Pleurotus tuoliensis* for commercial cultivation by crossbreeding. Sci. Hortic..

[5] Gou Y.P., He Y.W., Mao Z.Y. (2003). Effect of after-riping time on the fruitng and yield of *Pleurotus tuoliensis*. Mushroom.

[6] Fu Y.P., Liang Y., Dai Y.T., Yang C.T., Duan M.Z., Zhang Z., Hu S.N., Zhang Z.W., Li Y. (2016). *De novo* sequencing and transcriptome analysis of *Pleurotus eryngii* subsp. *tuoliensis* (Bailinggu) mycelia in response to cold stimulation. Molecules.

[7] Du F., Zou Y.J., Hu Q.X., Jing Y.G., Yang X.H. (2019). Metabolic profiling of *Pleurotus tuoliensis* during mycelium physiological maturation and exploration on a potential indicator of mycelial maturation. Front. Microbiol..

[8] Wong M.M., Cannon C.H., Wickneswari R. (2011). Identification of lignin genes and regulatory sequences involved in secondary cell wall formation in *Acacia auriculiformis* and *Acacia mangium* via *de novo* transcriptome sequencing. BMC Genom..

[9] Xie C.L., Gong W.B., Zhu Z.H., Yan L., Hu Z.X., Peng Y.D. (2018). Comparative transcriptomics of *Pleurotus eryngii* reveals blue-light regulation of carbohydrate-active enzymes (CAZymes) expression at primordium differentiated into fruiting body stage. Genomics.

[10] Yin J., Xin X.D., Weng Y.J., Gui Z.Z. (2017). Transcriptome-wide analysis reveals the progress of *Cordyceps militaris* subculture degeneration. PLoS ONE.

[11] Yu G.J., Wang M., Huang J., Yin Y.L., Chen Y.J., Jiang S., Jin Y.X., Lan X.Q., Wong B.H.C., Liang Y. (2012). Deep insight into the *Ganoderma lucidum* by comprehensive analysis of its transcriptome. PLoS ONE.

[12] Fu Y.P., Dai Y.T., Yang C.T., Wei P., Song B., Yang Y., Sun L., Zhang Z.W., Li Y. (2017). Comparative transcriptome analysis identified candidate genes related to Bailinggu mushroom formation and genetic markers for genetic analyses and breeding. Sci. Rep..

[13] Grabherr M.G., Haas B.J., Moran Y., Levin J.Z., Thompson D.A., Ido A., Xian A., Lin F., Raktima R., Qiandong Z. (2011). Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat. Biotechnol..

[14] Pertea G., Huang X.Q., Liang F., Antonescu V., Sultana R., Karamycheva S., Lee Y.D., White J., Cheung F., Parvizi B. (2003). TIGR gene indices clustering tools (TGICL): A software system for fast clustering of large EST datasets. Bioinformatics.

[15] Stefan G.T., Juan Miguel G.G., Javier T., Williams T.D., Nagaraj S.H., María José N., Montserrat R., Manuel T., Joaquín D., Ana C. (2008). High-throughput functional annotation and data mining with the Blast2GO suite. Nucleic Acids Res..

[16] Yuki M., Masumi I., Shujiro O., Yoshizawa A.C., Minoru K. (2007). KAAS: An automatic genome annotation and pathway reconstruction server. Nucleic Acids Res..

[17] Li B., Dewey C.N. (2011). RSEM: Accurate transcript quantification from RNA-seq data with or without a reference genome. BMC Bioinform..

[18] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and, dispersion for RNA-seq data with DESeq. 2. Genome Biol..

[19] Livak K.J., Schmittgen T.D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2-DDCt method. Methods.

[20] Cantarel B.L., Coutinho P.M., Corinne R., Thomas B., Vincent L., Bernard H. (2009). The Carbohydrate-Active EnZymes database (CAZy): An expert resource for Glycogenomics. Nucleic Acids Res..

[21] Tang L.H., Tan Q., Bao D.P., Zhang X.H., Jian H.H., Li Y., Yang R.H., Wang Y. (2016). Comparative proteomic analysis of light-induced mycelial brown film formation in *Lentinula edodes*. BioMed Res. Int..

[22] Hetmann A., Kowalczyk S. (2009). Nucleoside diphosphate kinase isoforms regulated by phytochrome A isolated from oat coleoptiles. Acta Biochim. Pol..

[23] Hasunuma K., Yabe N., Yoshida Y., Ogura Y., Hamada T. (2003). Putative functions of nucleoside diphosphate kinase in plants and fungi. J. Bioenerg. Biomembr..

[24] Lee B., Yoshida Y., Hasunuma K. (2009). Nucleoside diphosphate kinase-1 regulates hyphal development via the transcriptional regulation of catalase in *Neurospora crassa*. FEBS Lett..

[25] André I., Potocki-Véronèse G., Barbe S., Moulis C., Remaud-Siméon M. (2014). CAZyme discovery and design for sweet dreams. Curr. Opin. Chem. Biol..

[26] Sathya T.A., Khan M. (2014). Diversity of glycosyl hydrolase enzymes from metagenome and their application in food industry. J. Food Sci..

[27] Couturier M., Roussel A., Rosengren A., Leone P., Stalbrand H., Berrin J.G. (2013). Structural and biochemical analyses of glycoside hydrolase families 5 and 26 β-(1,4)-mannanases from *Podospora anserina* reveal differences upon manno-oligosaccharide catalysis. J. Biol. Chem..

[28] Sathya T.A., Jacob A.M., Khan M. (2014). Cloning and molecular modelling of pectin degrading glycosyl hydrolase of family 28 from soil metagenomic library. Mol. Biol. Rep..

[29] Giardina P., Palmieri G., Fontanella B., Rivieccio V., Sannia G. (2000). Manganese peroxidase isoenzymes produced by *Pleurotus ostreatus* grown on wood sawdust. Arch. Biochem. Biophys..

[30] Camarero S., Sarkar S., Ruiz-Duenas F.J., Martinez M.J., Martinez A.T. (1999). Description of a versatile peroxidase involved in the natural degradation of lignin that has both manganese peroxidase and lignin peroxidase substrate interaction sites. J. Biol. Chem..

[31] Rico A., Rencoret J., Del Río J.C., Martínez A.T., Gutiérrez A. (2014). Pretreatment with laccase and a phenolic mediator degrades lignin and enhances saccharification of Eucalyptus feedstock. Biotechnol. Biofuels.

[32] Werck-Reichhart D., Feyereisen R. (2000). Cytochromes P450: A success story. Genome Biol..

[33] Joh J.H., Lee S.H., Lee J.S., Kim K.H., Jeong S.J., Youn W.H., Kim N.K., Son E.S., Cho Y.S., Yoo Y.B. (2007). Isolation of genes expressed during the developmental stages of the oyster mushroom, Pleurotus ostreatus, using expressed sequence tags. FEMS Microbiol. Lett..

[34] Lee S.H., Jolr J.H., Lee J.S., Lim J.H., Kim K.Y., Yoo Y.B., Lee C.S., Kim B.G. (2009). Isolation of genes specifically expressed in different developmental stages of *Pleurotus ostreatus* using macroarray analysis. Mycobiology.

How the deposited data were processed for this re-analysis (not part of the article)

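RNA of immature and mature mycelia of *P. tuoliensis* was sequenced by the authors from 6 libraries, 3 bottles per group. The authors removed adapters and low-quality reads with cutadapt, assembled the clean reads de novo with Trinity, clustered contigs with TGICL-2.1 and kept the longest isoform of each subcomponent as a unigene. Clean reads were mapped to the unigenes and abundance was estimated with RSEM. The deposited table holds FPKM with 2 decimals for 17030 unigenes in each library, not scaled to a common sum, with the length of each unigene and its matches in 5 databases. The authors' own comparison used a method for read counts, which were not used here.

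All 6 columns of the table were mapped to the libraries by name. Low values of unigenes of up to 260 bases moved in steps of whole fragments, so these values rest on few fragments, and the smallest values above 0 just over 500 bases were 0.24 to 0.29 FPKM.

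The comparison of 3 mature with 3 immature bottles used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend=TRUE and robust=FALSE, two-sided) on log2(FPKM + 1), without covariates, for unigenes with a mean FPKM above 1 over the 6 libraries. P values were adjusted by Benjamini-Hochberg over the 16496 unigenes tested. The thresholds stated in the paper were applied to the same fit. The method was tested on simulated data of the same size and spread, with 50 unigenes each changed by a log2 ratio of 1, 2, 3 and 4. It recovered 54%, 70%, 90% and 90% of them at an adjusted p under 0.05, with 10 false calls, while 232 unchanged unigenes passed the study's thresholds. The changed unigenes were not drawn from those with the lowest levels. The simulated noise was normal and independent between unigenes. It lacked the zeros, the fragment steps and the shared differences between bottles of the real data, so these rates need not hold there.

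Unigenes were named by a rule: all that the paper names in its text, Table 1 or Figs. 6 and 7B; those with the largest rise or fall, up to 10 in each direction, past an adjusted p of 0.05 with a mean FPKM of at least 5 and no overlap between the groups, at most 2 of each direction where they lack a protein name; up to 4 members of each gene list past an adjusted p of 0.05; and the unigenes of *gapdh*, actin, tubulin and elongation factor 1-alpha. Others are marked where they were named after their values were seen.

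Gene lists were 29 sets of words looked for in the Swiss-Prot protein names. Each list of at least 5 tested unigenes was tested as a set with camera at a preset correlation of 0.01 and at an estimated correlation (statmod 1.5.0 was installed), and by a one-sided Fisher's exact test of the unigenes past the study's thresholds against the 7083 tested unigenes with a protein name. All were adjusted over the 29 lists. The Fisher tests on lists counted unigenes and, unlike those on GO terms, were not repeated with each Nr protein counted once. At the preset correlation 3 lists had an adjusted p under 0.05 and at the estimated correlation none (0), and 4 lists had one by Fisher's exact test. The GO terms that the paper names were tested in the same way against the 8730 tested unigenes with any GO term, using the terms listed for each unigene without their parent or child terms. Unigenes past the study's thresholds were taken as called in these tests, since a threshold had not been fixed for them in advance. Pathways were not tested, since the table gives KEGG numbers only.

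Alternatives were other pseudocounts, filters, scalings and variance priors, a block for the replicate numbers, leaving out each bottle in turn, adjustment over each list alone, a lower limit on unigene length, and counting each Nr protein once; the last pair was chosen after seeing the data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The RT-qPCR values and the reads were not used here.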

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

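Of the tests in this part, the counts over other splits of the 6 libraries for both thresholds were chosen after the result was seen. The tests on unigene length and on histones were chosen before, except for the threshold used in Fisher's exact test.

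Of the 11 unigenes past an adjusted p of 0.05, 10 are not named in the text, Table 1 or labelled figures of the paper. They include DN9240_c0_g1, matched to a protein of unknown function, with a log2 ratio of 3.11, and DN9047_c0_g3, matched to a peptidyl-prolyl isomerase, with −2.51. The text of the paper does not mention the histones, whose median log2 ratio was −0.55.

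At the study's thresholds the share of unigenes was 6.29% under 300 bases, and the highest share in another split of the 6 libraries was 6.77%, a ratio of 0.929, which is consistent with fragment counting noise in short unigenes. At 500 bases or more the share was 1.92% against 1.39%, a ratio of 1.38, which did not reach the limit set for this test, so the test leaves counting noise undecided there. That highest split set immature bottle 1 with mature bottles 2 and 3; it passed 1817 unigenes at an unadjusted p under 0.05, so it is no plain noise level. The other 8 splits gave 0.0845% to 0.465%, well below 1.92%, and only that highest split keeps the test from deciding. Over all unigenes 496 passed the study's thresholds against 414 in that split, and 11 passed the adjusted threshold against 6 at most; in both, 1 of 10 splits, the real one, gave a count as large, and 10 splits are too few for a share under 0.05.

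Histones package DNA, and all 15 histone unigenes had a negative log2 ratio. H2B DN2447_c0_g1 had 185 ± 32.2 FPKM in immature and 81.9 ± 17.3 FPKM in mature mycelia (mean ± SD, n = 3), H3 DN6875_c0_g3 had 57.8 ± 12.2 and 25.2 ± 8.18 FPKM, and H3.2 DN6875_c0_g1 had 391 ± 115 and 185 ± 34.1 FPKM; these 3 were lower at the study's thresholds and were named after their values were seen. None passed an adjusted p of 0.05 over all unigenes, and 7 were lower when adjusted over the list alone. The list gave an adjusted p of 1.97e-05 (camera, preset correlation), but an adjusted p = 0.622 with an estimated correlation, and Fisher's exact test gave an adjusted p of 0.0206.

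For this histone pattern the tables argue against 2 technical explanations. In 10000 random lists matched on length and level, the histone median lay at percentile 0, below their lowest 2.5% at −0.19, so length and level do not give it. With 1 bottle left out the median stayed at −0.44 or lower, so no single library decides it. A candidate biological explanation, fewer cells copying their DNA, stays open: 61 replication fork unigenes had a median of −0.11, at percentile 37.9 of matched random lists. The temperature and age of the culture also differed between the groups and cannot be told apart from maturity here. The list p was 1.36e-06 against 3.43e-05 at the smallest in another split, 1 of 10 splits was as small, and 10 splits are too few to exclude chance.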

How the results depend on the processing

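Of 20 alternatives for the fit planned in advance, 17 were run; the 3 that need read counts were not. The limits of 300 and 500 bases and the count of each Nr protein once were chosen after seeing the data. For the 51 unigenes that the paper names, 871 of 946 values under the alternatives kept the direction and the side of the study's thresholds, 48 lost them, 22 gained them and 5 reversed. For the 11 unigenes past an adjusted p of 0.05, all 199 values kept the direction and 117 stayed past that threshold. With 1 bottle left out, each of the 11 passed the adjusted threshold in at most 1 of the 6 fits. All 11 were past the study's thresholds in each of these 6 fits, but they had been picked as the most extreme unigenes. Only FPKM was used, so the fragments behind single values are not known beyond the fragment steps of short unigenes.

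The number of unigenes past an adjusted p of 0.05 was 11 and ran from 0 to 8 with 1 bottle left out (fewer samples). It was 0 with a block for the replicate numbers, which numbers bottles but pairs none: deviations of equal numbers correlated at −0.089, −0.043 and −0.0097 across unigenes, and 2051 unigenes had an unadjusted p under 0.05. It was 50 for unigenes of at least 300 bases and 101 for those of at least 500 bases, with 6 of the 11 kept in each. The share higher, 72.7%, ran from 50% to 100% with 1 bottle left out and was 42.0% and 42.6% at the length limits. At 500 bases or more 261 unigenes passed the study's thresholds, 79 higher and 182 lower, since fewer were tested. Of the gene lists 38 members passed when adjusted over the list alone, against 0 over all unigenes.

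With 1 bottle left out, the RT-qPCR panel gave 5 to 8 unigenes past the study's thresholds (9 with all), the gene lists 2 to 9 past an adjusted p of 0.05 at the preset correlation (3 with all), the GO terms 3 to 4 (5 with all), the versatile peroxidases 1 to 3 (2 with all, and 1 with the replicate block) and the unigenes of genetic material and energy 0 to 4 (3 with all). The lists gave 9 without immature bottle 1 and 6 without mature bottle 1. Log2 ratios that reversed with 1 bottle left out ran from −0.0027 to 0.31 for DN9312_c0_g2, from −1.24 to 0.74 for DN5993_c1_g5 and from −0.0077 to 0.51 for DN5993_c1_g1. The cause was not tested.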

Differences from the paper's values

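Fig. 8 draws each unigene relative to immature mycelia set to 1, on linear axes. For 9 of its 12 unigenes the ratio of mature to immature FPKM was within 1.5 times the RNA-seq bar read by eye. Of the 17 alternatives set before the data were examined, the 8 that change the pseudocount, the filter or the limma fit cannot move a ratio of mean FPKM, and the 9 that scale the values or leave out 1 bottle can. For nucleoside diphosphate kinase (DN4800_c0_g2), the ratio of mature to immature FPKM was 2.05, against the paper's about 12 in Fig. 8, read by eye. Those 9 alternatives also differed, with ratios from 1.80 to 2.53. For carbonic anhydrase (DN556_c0_g1) the ratio was 2.16, against the paper's about 0.26 in Fig. 8, read by eye, which is the opposite direction. Those 9 alternatives differed too, with ratios from 1.75 to 3.16. For the NADPH dehydrogenase AFVA (DN8848_c0_g1) the ratio was 0.158, against the paper's about 0.3 in Fig. 8, read by eye. Of those 9 alternatives 8 differed, and only without immature replicate 1 was the ratio, at 0.240, within 1.5 times the bar.

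The paper lists Gad1, Pus, the peroxidase DN9023_c0_g3, the P450 DN1132_c0_g1 and the methyltransferase DN4644_c0_g2 among upregulated DEGs. Their log2 ratios were 0.95, 0.91, 0.90, 1.02 and 0.80, all positive, but none was past the study's thresholds. Gad1 (DN579_c0_g1) passed them with median-of-ratios factors and without immature replicate 2, and Pus (DN2821_c0_g2) with quantile normalization and without mature replicate 1. DN9023_c0_g3 passed them without mature replicate 1, and DN4644_c0_g2 without mature replicate 3. DN1132_c0_g1 passed them with median-of-ratios factors, without immature replicate 1, without mature replicate 1 and, chosen after seeing the values, among unigenes of at least 300 bases, a limit that drops 4 unigenes the paper names. OxdC, RHM52, the nucleoside diphosphate kinase DN4800_c0_g2, the other peroxidase unigenes of the text and the other 6 P450 unigenes were past the thresholds and higher, as the paper states.

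Of the RT-qPCR panel, RAD9A (DN8865_c1_g1) was not past the study's thresholds, with a log2 ratio of 0.86, except without mature replicate 2. The α-galactosidase DN10455_c0_g1, with 1.73, was not past them either, but was under both smaller pseudocounts, with no filter, with FPKM above 1 in at least 3 libraries, with median-of-ratios factors, with quantile normalization, with limma without trend, without immature replicate 1 and without mature replicate 3. RECQL4 was below the filter on the mean.

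The paper calls its CAZymes upregulated; here 12 were higher and 9 lower at its thresholds. The Fig. 7 unigenes of the families it calls higher (GH13, GH15, GH28, GH5 and GH1) were higher here, and those of the families it calls lower (GH2 and GH27) were lower. Outside Fig. 7 the GH27 unigene DN10455_c0_g1 had a higher and the GH1 unigene DN5472_c0_g2 a lower mean in mature mycelia. The paper states that the oxidation-reduction, oxidoreductase, deoxyribonucleoside diphosphate and O-glycosyl terms missed its false discovery rate; here their adjusted p values were 5.57e-04, 0.00115, 0.00262 and 0.00176 over 7 terms, and 0.00676, 0.00302, 0.00302 and 0.0166 with each Nr protein counted once, while the paper adjusted over its own set of terms. It proposes that oxidation-reduction may be highly active in mature mycelia; here 18 unigenes of that term were higher and 19 lower.

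Of Nr matches, 90.1% were from *P. ostreatus*, below the share the paper states. An eggNOG group was listed for 11277 unigenes; the paper's 14300 equals the sum of the category assignments in Table S1. More than 1 GO term was carried by 6889 unigenes, while the paper gives the number with any term as the number with more than 1.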

Other observations

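The test on pseudouridine synthases in this part was chosen after the result was seen.

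The unigene with the highest mean FPKM in mature mycelia, DN8471_c0_g1 (Albumin-2 match), stood at 5240 ± 2093 FPKM in immature and 30240 ± 16353 FPKM in mature mycelia (mean ± SD, n = 3), a log2 ratio of 2.40 (SE 0.65, adjusted p = 0.203). Mature bottle 1 held 11374 FPKM and mature bottles 2 and 3 held 40377 and 38968 FPKM. Of 180 protease unigenes, 4 were lower and none was higher at the study's thresholds, none passed an adjusted p of 0.05 over all unigenes or adjusted over the list alone, and the set gave an adjusted p of 0.714 (camera, preset correlation) and 0.909 (Fisher's exact test). The most abundant of the 4, leucine aminopeptidase DN6597_c0_g1, had 873 ± 117 and 429 ± 30.6 FPKM, a log2 ratio of −1.02 (SE 0.14, adjusted p = 0.0915). The cuticle-degrading protease DN5350_c0_g1 had 12.5 ± 7.77 and 2.68 ± 0.241 FPKM.

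Trehalose is a storage sugar of fungi. Its synthase unigenes DN2665_c0_g1 and DN6543_c0_g1 had 35.9 ± 3.04 and 54.5 ± 9.51 FPKM, and 48.2 ± 7.02 and 68.9 ± 2.94 FPKM, with log2 ratios of 0.58 and 0.51; both were higher when adjusted over the list alone and not over all unigenes. The 10 trehalose unigenes gave an adjusted p of 0.102 as a set. Acyl-CoA desaturase DN6768_c0_g1, which forms unsaturated fatty acids, had mean FPKM of 20.8 and 9.35, a log2 ratio of −1.07 (SE 0.14, adjusted p = 0.0886), and a squalene synthase unigene of sterol synthesis, DN6279_c0_g2, had −1.08. The omega-3 desaturase DN3856_c0_g1 was higher, with 2.52 ± 1.17 and 7.72 ± 3.05 FPKM, a log2 ratio of 1.31 (SE 0.40, adjusted p = 0.229). Of these 54 unigenes of fatty acid desaturation and sterols, 1 was higher, 2 were lower and 51 were neither at the study's thresholds, 1 was lower when adjusted over the list alone, and the set gave an adjusted p of 0.312. Of 325 transporter unigenes, 3 were higher and none was lower at the study's thresholds, and none passed when adjusted over the list alone. They include DN5072_c0_g1, with 24.5 ± 3.10 and 84.1 ± 21.4 FPKM, and the vacuolar calcium transporter DN1537_c0_g1. Of 29 unigenes of meiosis and sporulation and 62 of heat shock proteins and chaperones, none was past the study's thresholds. All unigenes of these 2 paragraphs were named after their values were seen.

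The cytosolic ribosomal proteins had a median log2 ratio of 0.35 between the stages, but groupings that mix the stages gave 0.37 and −0.50, so a difference between the stages is not shown for this set.

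None of the reference proteins was past the study's thresholds. The more abundant *gapdh* unigene, DN9215_c1_g1, had 243 ± 46.2 and 320 ± 31.0 FPKM (adjusted p = 0.314). The 3 actin unigenes had log2 ratios from −0.18 to 0.29, the 9 tubulin unigenes from −0.33 to 0.61, and elongation factor 1-alpha had 0.23. Other sources of RNA were looked for in the 1816 unigenes of Table S2 that were held. At an identity of at least 80%, 2 were matched to plant proteins, neither past the study's thresholds, and 0 to bacterial proteins.

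The pseudouridine synthase unigenes that were higher may stand for fewer genes than unigenes. DN3768_c0_g1, DN3768_c0_g2 and DN2821_c0_g2 were higher at an unadjusted p of at most 0.05, and all were matched to 1 Nr protein, which fits several unigenes matched to one protein. Not every unigene of that protein was higher. DN4604_c0_g1 had 7.34 ± 2.96 FPKM in immature and 5.86 ± 1.70 FPKM in mature mycelia, a log2 ratio of −0.25. DN3793_c0_g1, of 209 bases, was above 0 in mature bottle 1 only. Both were named after their values were seen.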
